# Terfenadine resensitizes doxorubicin activity in drug-resistant ovarian cancer cells *via* an inhibition of CaMKII/CREB1 mediated ABCB1 expression

**DOI:** 10.3389/fonc.2022.1068443

**Published:** 2022-11-10

**Authors:** Wei Huang, Shu Yang, Yu-Shan Cheng, Ni Sima, Wei Sun, Min Shen, John C. Braisted, Weiguo Lu, Wei Zheng

**Keywords:** drug-resistant, ovarian cancer, terfenadine, CaMKII, doxorubicin

## Abstract

Ovarian cancer is one of the most lethal gynecological malignancies. Recurrence or acquired chemoresistance is the leading cause of ovarian cancer therapy failure. Overexpression of ATP-binding cassette subfamily B member 1 (ABCB1), commonly known as P-glycoprotein, correlates closely with multidrug resistance (MDR). However, the mechanism underlying aberrant ABCB1 expression remains unknown. Using a quantitative high-throughput combinational screen, we identified that terfenadine restored doxorubicin sensitivity in an MDR ovarian cancer cell line. In addition, RNA-seq data revealed that the Ca2+-mediated signaling pathway in the MDR cells was abnormally regulated. Moreover, our research demonstrated that terfenadine directly bound to CAMKIID to prevent its autophosphorylation and inhibit the activation of the cAMP-responsive element-binding protein 1 (CREB1)-mediated pathway. Direct inhibition of CAMKII or CREB1 had the same phenotypic effects as terfenadine in the combined treatment, including lower expression of ABCB1 and baculoviral IAP repeat-containing 5 (BIRC5, also known as survivin) and increased doxorubicin-induced apoptosis. In this study, we demonstrate that aberrant regulation of the Ca2+-mediated CAMKIID/CREB1 pathway contributes to ABCB1 over-expression and MDR creation and that CAMKIID and CREB1 are attractive targets for restoring doxorubicin efficacy in ABCB1-mediated MDR ovarian cancer.

## Introduction

Ovarian cancer is one of the worst cancers and the major cause of mortality among gynecologic tumors (1). Due to the absence of clear early-stage symptoms, more than 75% of ovarian cancer patients are diagnosed at an advanced stage, with a 5-year survival rate of 20% (2–4). Currently, debulking surgery followed by chemotherapy is the usual treatment for ovarian cancer in an advanced stage (5). However, the development of tumor resistance during treatment is common and poses challenges in ovarian cancer therapy (6, 7). Indeed, over 80% of cases respond to first-line treatment, yet 70% of patients experience cancer recurrence within the first three years (8).

Overexpression of ATP binding cassette subfamily B member 1 (ABCB1) is a well-known molecular mechanism responsible for multidrug resistance (MDR) in malignancies such as ovarian cancer (6, 9, 10). ABCB1, also known as P-glycoprotein 1 (P-gp), is an ATP-driven efflux transporter that pumps substrates from cells. To protect organs from toxins, it is abundantly distributed in the blood-brain barrier, placenta, kidneys, and intestines (11). Numerous anticancer medicines, including doxorubicin, vincristine, paclitaxel, anthracyclines, and taxanes, are ABCB1 substrates (10, 11). Hence, overexpression of ABCB1 in cancer cells decreases intracellular concentrations of these drugs and produces MDR (12). Since co-administration of an effective ABCB1 modulator with anticancer drugs was deemed to be a viable strategy for overcoming ABCB1-mediated MDR malignancies, efforts have been made to generate ABCB1 inhibitors in the past few decades. Despite the fact that numerous ABCB1 inhibitors have been developed, their clinical translation has been limited due to their low binding affinities, excessive toxicity, or non-specificity (13, 14), indicating the need for new ABCB1 transporter inhibitors or strategies to overcome the MDR caused by ABCB1 overexpression.

Terfenadine is a histamine receptor H1 (HRH1) antagonist that was once employed to treat allergy disorders. Recent studies have demonstrated that terfenadine inhibits cell growth and induces apoptosis in neoplastic mast cells, melanoma cells, and breast cells *via* altering intracellular calcium homeostasis, caspase activation, and the mitochondrial pathway (15–19). Moreover, a synergistic effect of terfenadine and anticancer drugs has been demonstrated in the treatment of breast cancer and lung cancer (20, 21). However, it is unknown how terfenadine functions in this combinational therapy. Intriguingly, terfenadine has been related to a decrease in calcium influx caused by L-type calcium channels (LTCC) activation in rat and human cells (22, 23), showing terfenadine can regulate intracellular calcium homeostasis. Calcium works as a second messenger in cells to activate the downstream RNA polymerase to trigger gene transcription, which is involved in various cellular processes, such as cell division, proliferation, *etc.* (24, 25). Ca^2+^ signaling alterations are linked to carcinogenesis, tumor development, and metastasis (26). Moreover, it has been found that calcium signaling is connected with drug resistance. Activation of transient receptor potential channels, for instance, is associated with chemoresistance in a number of malignancies (27).

In this work, using quantitative high-throughput combinational screening (qHTCS), we found that terfenadine reverses doxorubicin resistance in MDR ovarian cancer cells. In addition, we demonstrate that terfenadine interacts directly with calcium/calmodulin dependent protein kinase II delta (CAMK2D) and inhibits the subsequent ectopic activation of the CAMK2/cAMP responsive element binding protein 1 (CREB1) pathway in an ABCB1-mediated MDR ovarian cancer line, A2780-ADR. In fact, either the CAMK2 or CREB1 inhibitor resensitizes doxorubicin-resistant ovarian cancer cells, showing that the CAMK2/CREB1 pathway is a suitable target pathway for future therapeutic development.

## Materials and methods

### Compounds and antibodies

Terfenadine was purchased from Sigma-Aldrich (catalog number: T9625). Topotecan, paclitaxel, KN62, and KN93 were obtained from Selleck Chemicals (catalog number: S1231, S1150, S7422, and S7423). Rhodamine 123 was purchased from MedChemExpress (catalog number: HY-D0186) Antibodies used in experiments are listed in **Table S1**.

### Cell culture

All the human ovarian cancer cell lines were purchased from Sigma-Aldrich. Cells were cultured in RPMI 1640 medium with 10% fetal bovine serum (FBS) and 100 U/mL penicillin-streptomycin at 37°C with 5% CO_2_.

### Quantitative high-throughput combinational screening

ATP content assay (Promega) was conducted according to the manufacture’s protocols. Briefly, A2780-ADR cells were plated at 500 cells/well in 5 µL of RPMI 1640 medium with 10% FBS and 100 U/mL penicillin-streptomycin in white, solid-bottom 1,536-well plates and incubated 4 h at 37°C. Four concentrations of compounds from the library of pharmacologically active compounds (LOPAC, Sigma-Aldrich) consists of 1,280 small molecules, the NIH Chemical Genomics Center Pharmaceutical (NPC) collection with 4,265 compounds (28), as well as the Mechanism Interrogation Plate (MIPE) with 1,920 compounds were added to assay plates at 23 nL/well using a pintool station (WAKO Scientific Solutions, San Diego, CA). After a 72-h incubation at 37°C with 5% CO_2_, the mixture of ATP LITE assay reagents was added to the assay plates at 5 µL/well. After incubation for the indicated time, the luminescence signal in the plates were detected using a ViewLux plate reader (PerkinElmer).

### Rhodamine123 accumulation assay

A2780-ADR cells were seeded onto 96-well plates at a density of 5,000 cells/well. The cells were pretreated with 2.5 to 10 µM terfenadine for different time. After pretreatment, the cells were incubated with 5 µM Rhodamine123 (Rh123) in culture medium and kept in the dark at 37°C with 5% CO_2_ for 60 min. Plates were then washed twice with pre-warmed PBS, filled with 100 µl/well PBS, and measured using a Tecan reader at 485 nm excitation and 535 nm emission.

### Caspase activity assay and ATP content cell viability assay

Caspase-3/7 activity assay (Caspase-Glo, Promega) and ATP content cell viability assay (CellTiter-Glo, Promega) were conducted according to the manufactures’ protocols. Ovarian cancer cells were plated at 3,000 to 5,000 cells/well in 100 µL of complete culture medium in white, solid-bottom 96-well plates and incubated overnight at 37°C with 5% CO_2_. Compounds were added to the assay plates at indicated concentrations at 100 µL/well diluted in medium. After a 24 h (caspase 3/7 assay and ATP content cell viability assay) incubation at 37°C with 5% CO_2_, the mixtures of assay reagents at 100 µL/well were added to the assay plates. After incubation for the indicated times from the protocols, the luminescence signal in assays plates were detected in a ViewLux plate reader.

### RNA-sequencing analysis

RNA-sequencing analysis of A2780 and A2780-ADR was performed by Q2 Solutions as previously described (29, 30). RNA was isolated by Qiagen miRNeasy Mini Kit. cDNA libraries were generated using Illumina TruSeq Stranded mRNA sample preparation kit (Illumina # RS-122-2103). Read counts of each sample were normalized with DESeq and ran a negative binomial two sample test to find significant genes in higher transcript abundance in either sample. RNA sequencing data have been deposited in Gene Expression Omnibus (GEO) under accession number GSE177038.

### Western blotting

Cells were lysed in RIPA buffer (Cell Signaling Technology) supplemented with protease inhibitors (cOmplete ULTRA Tablets, EDTA-free, Roche) and phosphatase inhibitor cocktail (PhosSTOP, Roche). The cell lysates were centrifuged at 16,000 rpm for 30 min. Supernatant was collected for protein quantitation with a BCA assay kit (Pierce BCA Protein Assay Kit, Thermo Fisher Scientific). The supernatant with similar protein concentrations were subsequently applied to Bis-Tris or Tris-Acetate gels for protein separation. Proteins were transferred to polyvinylidene difluoride (PVDF) membrane by dry transfer (iBlot 2 Gel Transfer Device, both from Thermo Fisher Scientific) or tank wet transfer. Immunoblot analysis was performed with indicated antibodies and the chemiluminescence signal was visualized with Luminata Forte Western HRP substrate (EMD Millipore) in a BioSpectrum system (UVP, LLC). The chemiluminescence intensity of the band was calculated in the VisionWorks LS software (UVP, LLC).

### Cellular thermal shift assay

CETSA was performed as previously described (31). A2780-ADR cells were harvested, rinsed with PBS, and re-suspended in detergent-free buffer (25 mM HEPES pH 7.0, 20 mM MgCl_2_, 2 mM DTT) supplemented with protease inhibitors and phosphatase inhibitor cocktail. The cell suspensions were lysed *via* three freeze-thaw cycles with liquid nitrogen. The cell lysates were centrifuged at 16,000 rpm for 20 min at 4 °C to pellet the cell debris from the soluble fraction. The soluble portion were diluted in detergent-free buffer and divided into two aliquots, with or without 600 μM terfenadine treatment. After 60 min incubation at room temperature, each sample was divided into 12 small aliquots in 50 μL/tube and individually heated at different temperatures (37 to 70 °C with 3 °C interval) for 3 min in a thermal cycler (Eppendorf), followed by immediate 3 min cooling cycle on ice. The heated samples were centrifuged at 20,000 × g for 20 min at 4 °C to remove the precipitates from the soluble fractions. The supernatant was examined by western blotting with CAMKII antibody. The relative chemiluminescence intensity of each sample at different temperatures was used to plot the temperature dependent melting curve. The apparent aggregation temperature (T_agg_) was calculated by nonlinear regression. The statistically significance between two curves were analyzed by extra sum-of-squares F test. All data represent mean ± SEM of at least 3 replicates.

### Data analysis

The primary screen data were analyzed using customized software developed internally (32). All data from the cell-based assays were presented as the mean ± standard error of the mean (SEM) with at least three independent experiments unless otherwise stated. Half maximal inhibitory concentrations (IC_50_) of doxorubicin or compounds were calculated using Prism software (version 7, GraphPad Software, San Diego, CA). All imaging data are presented as the mean ± SEM and represent data from cells in at least 10 fields from three or more independent experiments. The two-tailed unpaired Student’s test of the mean was used for single comparisons of statistical significance between experimental groups. One-way analysis of variance (ANOVA) with Bonferroni test was used for multiple comparisons. Bliss independence with Prism or SynergyFinder (33) was used to define synergistic or additive effects.

## Results

### Terfenadine restores doxorubicin activity to MDR ovarian cancer cells

To explore potential novel therapies for ABCB1-mediated MDR ovarian cancer cases in the clinic, we conducted a qHTCS against an ABCB1-overexpressing MDR ovarian cancer cell line, A2780-ADR. Compared to the parental A2780 cells, the A2780-ADR cells exhibited a higher expression and overall activity of ABCB1, as demonstrated by a considerable rise in protein level in Western blot detection and a significantly reduced cellular accumulation of Rho123, an ABCB1 substrate (**Figures 1A, B** and **Figure S1A**). The IC_50_ values of three ABCB1 substrates (doxorubicin, topotecan, and paclitaxel) for the A2780-ADR cells were 7.08 uM, 0.0081 uM, and 0.88 uM, which were significantly higher than 14 nM, 0.95 nM, and 0.0016 nM, respectively, for the A2780 cells (**Figure 1C** and **Figures S1B, C**). In the presence of tariquidar, a specific ABCB1 inhibitor, their anticancer effectiveness against A2780-ADR cells also increased (34) (**Figure 1D** and **Figures S1D–F**).

**Figure 1:**
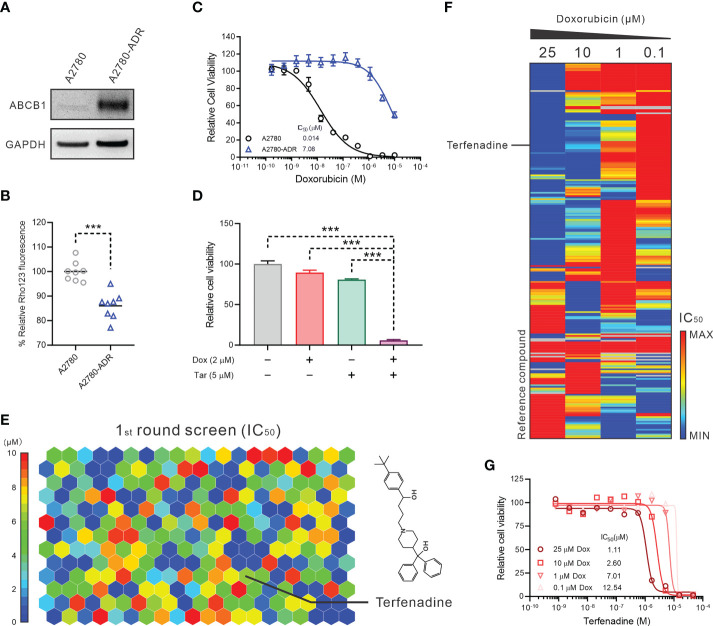
Terfenadine restores the activity of doxorubicin in MDR ovarian cancer cells. **(A)** Western blot analysis of ABCB1 in multidrug resistance (MDR) ovarian cancer cells A2780-ADR and its parental cell A2780. A representative image was shown here. **(B)** Rho123 accumulation in A2780-ADR and its parental cell A2780. **(C)** Dose-response curves of doxorubicin in MDR ovarian cancer cells A2780-ADR and its parental cell A2780. **(D)** Cell viability of MDR ovarian cancer cells A2780-ADR treated with 2 μM doxorubicin (Dox), 5 μM tariquidar (Tar), or both for 48 hours. DMSO was used as a non-treated control. **(E)** The heatmap shows 246 compounds were identified that efficiently inhibited the proliferation of A2780-ADR cells as monotherapy in the first round of screening. The color represents the IC_50_ of each compound, as the scale bar showed. **(F)** The heatmap shows enrichment of A2780-ADR for a strong response to specific drug categories (columns) combined with doxorubicin (rows). Drug-category-response scores are based on IC_50_ (μM). **(G)** A2780-ADR dose-response curves to terfenadine in the presence of 0.1, 1, 10, and 25 μM doxorubicin (Dox). Statistical analysis was performed using a two-tailed t-test. ***p<0.001.

The qHTCS was performed in two stages. In the first stage, we examined 6,016 pharmacologically active compounds as single drugs at five doses in a luminescent cell viability assay to narrow down the compound pairs. 246 compounds were found that effectively inhibit the proliferation of A2780-ADR cells with an IC_50_ < 10 µM (**Figure 1E**). To further identify compounds that showed combination effects with doxorubicin, these 246 compounds were evaluated at 11 concentrations in combination with four doxorubicin concentrations at 0.1, 1, 10, and 25 µM, separately. Consequently, 24 compounds were identified as doxorubicin synergistic compounds in A2780-ASR cells, as indicated by the decreasing IC_50_ of each drug as the doxorubicin dose rose (**Figure 1F** and **Table S2**). Terfenadine was selected for further investigation (**Figure 1G**) since the mechanism of terfenadine and doxorubicin combination is unknown and terfenadine’s anticancer activity has been described (15, 16).

### Terfenadine resensitizes doxorubicin-induced apoptosis in MDR ovarian cancer cells

With an IC_50_ of 4.8 µM, the inhibitory activity of terfenadine as a single agent was confirmed in MDR A2780-ADR cells (**Figure 2A**). As evidenced by the shifted toxicity curve in MDR cells, the combined treatment significantly decreased the IC_50_ of doxorubicin in a dose-dependent manner, indicating the potential synergistic effect of these two drugs (**Figure 2B**).

**Figure 2:**
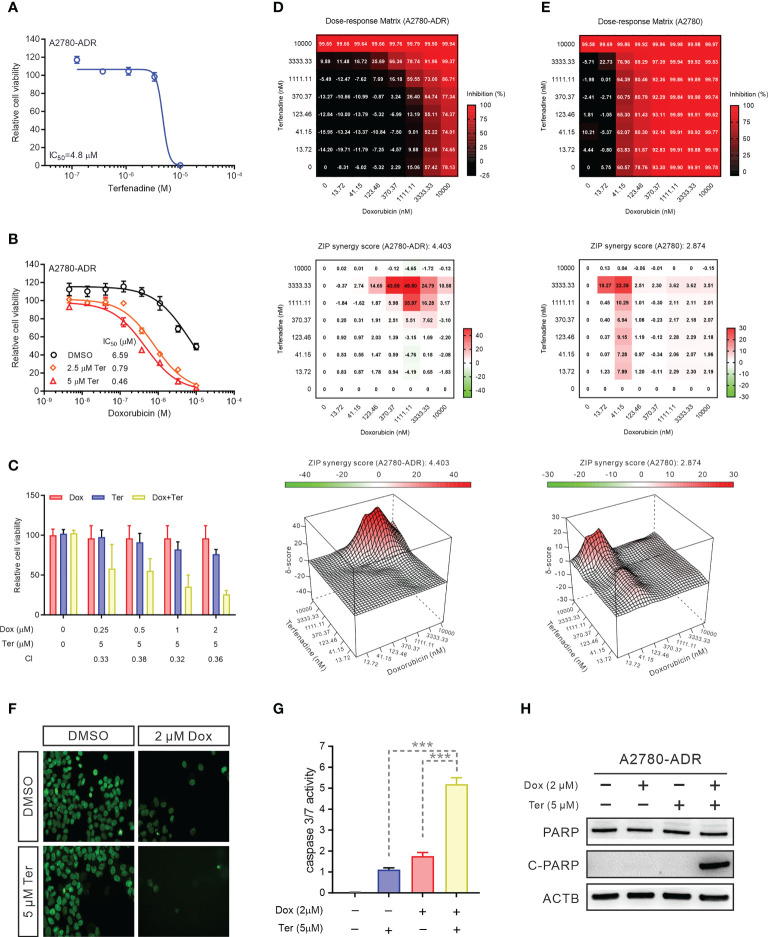
Terfenadine restores doxorubicin-induced apoptosis in MDR ovarian cancer cells **(A)** Terfenadine dose-response curves of MDR ovarian cancer cells. **(B)** Dose-response curves for doxorubicin in MDR ovarian cancer cells in the absence or presence of terfenadine (Ter). **(C)** A Bar graph showing the synergistic effects of terfenadine (Ter) and doxorubicin (Dox) on MDR ovarian cancer cells. Calculated CI values are presented below the plots. **(D, E)** Synergy matrixes (bottom) and surface plots (top) show the synergy between doxorubicin and terfenadine on A2780 **(D)** and A2780-ADR **(E)** cells (n = 3). **(F)** Nuclear staining of MDR ovarian cancer cells treated with the indicated concentration of doxorubicin (Dox), terfenadine (Ter) or both. DMSO was used as a non-treated control. **(G)** Caspase3/7 activity in MDR ovarian cancer cells treated with the indicated concentration of doxorubicin (Dox), terfenadine (Ter) or both. DMSO was used as a non-treated control. **(H)** Western blot analysis of PARP in MDR ovarian cancer cells after treated with 2 μM doxorubicin (Dox), 5 μM terfenadine (Ter), or both for 24 h. ACTB was used as the loading control. All values represent the mean ± SEM (n = 3 replicates). Western blot images were shown as one of three repeated experiments. Statistical analysis was performed using two tailed t-test (*** *p <* 0.001).

To quantify these enhanced anticancer effects, we computed the combinational index (CI) (CI<1, synergism; CI=1, additive; CI>1, antagonism) (35). The mean CI value was 0.35, showing that the interaction in A2780-ADR cells is synergistic (**Figure 2C**). To further evaluate the synergism and determine the best synergistic concentration, effects were investigated using a dose-response matrix and analyzed using the zero interaction potency (ZIP) model (33, 36). As a result, terfenadine exhibited a synergistic effect with doxorubicin. The average ZIP synergy scores for A2780 cells and A2780-ADR cells were 2.874 and 4.403, respectively (**Figures 2D, E**). Notably, in resistant cells, the synergy score reached 49.80 when resistant cells were treated with 3.33 µM terfenadine and 1.11 µM doxorubicin, which was higher than the highest score of 22.39 in sensitive cells, showing a greater synergistic effect in MDR cells than in their parental cells, indicating that terfenadine will target the abnormally activated pathway associated with ABCB1 overexpression in MDR cells. In addition, the combination therapy lowered cell counts in a nuclear staining-based counting assay (**Figure 2F**), enhanced caspase-3/7 activity (**Figure 2G**), and promoted PARP cleavage (**Figure 2H** and **Figure S2A**), suggesting that the A2780-ADR cells were induced to undergo apoptosis. During the expanded testing, terfenadine had a comparable effect on the toxicity of paclitaxel and topotecan for A2780-ADR cells (**Figures S2B, C**).

### Neither hERG nor H1R were the functional targets of terfenadine in the combination

To investigate the mechanism underlying this synergistic effect, we first examined two conventional terfenadine targets: the histamine H1 receptor (H1R) (37) and the human ether-a-go-go-related gene (hERG) channel (38). Terfenadine was reported as an antagonist of the H1R and is a prodrug that is converted to fexofenadine in the liver (37). Nevertheless, it was withdrawn from the market due to its ability to inhibit the hERG channel (38). The dose-response curve for doxorubicin as monotherapy was nearly comparable to the dose-response curve for doxorubicin in conjunction with the H1R-specific inhibitor fexofenadine (39) (**Figure 3A**). The CI for doxorubicin and fexofenadine was 0.9819, showing that their effect was additive, not synergistic (**Figures 3A, B**). In a second attempt, tannic acid (TA), a blocker of the hERG channel, was recruited (40). Even while TA decreased cell viability at higher concentrations, the dose-response curve for the combined therapy was similar to that of the doxorubicin treatment alone (**Figure 3C**). The CI value for the combination of doxorubicin and TA was 1.1867, showing that there was no synergy between the two drugs (**Figures 3C, D**). In addition, western blot revealed no difference in H1R and KCNH2 protein expression between A2780 and A2780-ADR cells, indicating that these proteins are not essential for MDR development (**Figure 3E** and **Figure S3**). These findings indicated that the synergistic effect of terfenadine and doxorubicin was not the result of terfenadine inhibiting the H1R or the hERG channel.

**Figure 3:**
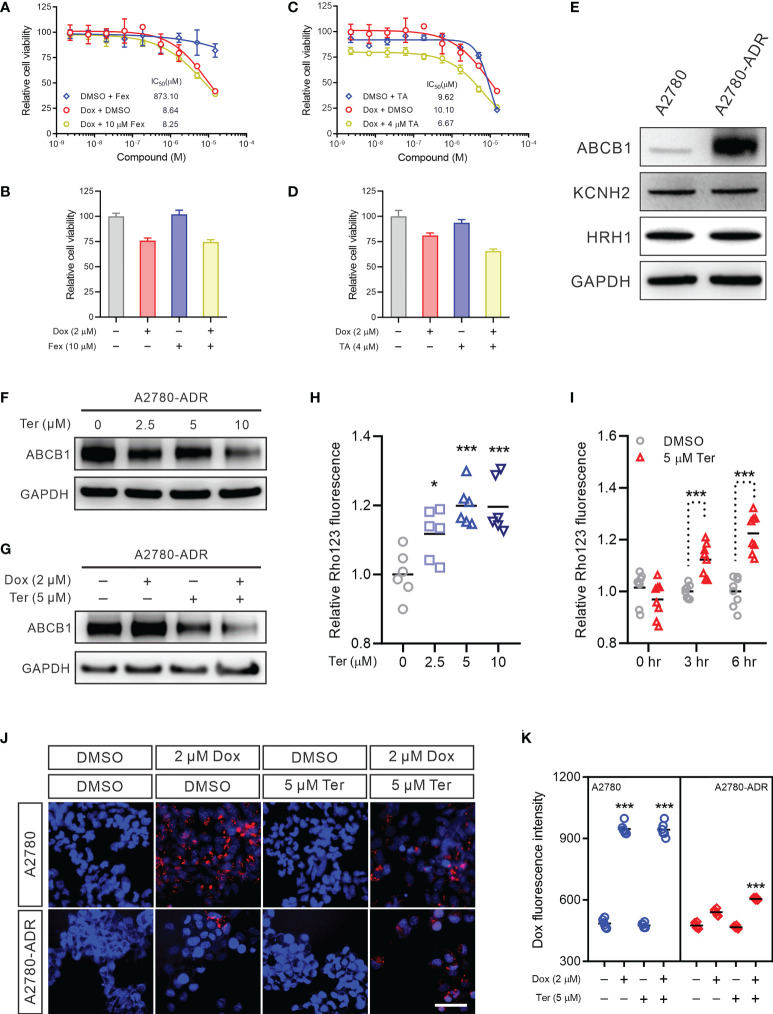
Terfenadine reverses MDR in ovarian cancer cells by repressing ABCB1 expression **(A)** Dose-response curves for doxorubicin (Dox) in the presence or absence of 10 μM fexofenadine (Fex) in MDR ovarian cancer cells. **(B)** Cell viability of MDR ovarian cancer cells treated with 2 µM doxorubicin (Dox), 10 µM fexofenadine (Fex), or both for 48 hours. DMSO was used as a non-treated control. **(C)** Dose-response curves of the MDR ovarian cancer cells to doxorubicin (Dox) in the presence or absence of 4 μM tannic acid (TA). **(D)** Cell viability of MDR ovarian cancer cells treated with 2 µM doxorubicin (Dox), 5 µM tannic acid (TA), or both for 48 hours. DMSO was used as a non-treated control. **(E)** Western blot analysis of hERG channel (KCNH2) and HRH1 in MDR ovarian cancer cell and its sensitive parental A2780 cell. **(F)** ABCB1 Western blot analysis in MDR cells treated with the indicated terfenadine (Ter) concentration. DMSO was used as a non-treated control. GAPDH was used as a loading control. **(G)** ABCB1 Western blot in MDR cells treated with 2 µM doxorubicin (Dox), 5 µM terfenadine (Ter), or both. DMSO was used as a non-treated control. GAPDH was used as a loading control. **(H)** Rho123 accumulation in MDR ovarian cancer cells treated with the indicated concentration of terfenadine (Ter) for 6 h. **(I)** Rho123 accumulation in MDR ovarian cancer cells treated for indicated time with 5 μM terfenadine (Ter). **(J, K)** Doxorubicin intracellular accumulation in MDR ovarian cancer cells or its parental sensitive A2780 cells treated for 6 hours with 2 µM doxorubicin (Dox), 5 µM terfenadine (Ter), or both. All values represent the mean ± SEM (n = 3 replicates). All values represent the mean ± SEM (n = 3 replicates). Western blot images were shown as one of three repeated experiments. Statistical analysis was carried out using a two-tailed t-test (* *p* < 0.05, *** *p <* 0.001).

### Terfenadine increased the intracellular accumulation of doxorubicin in MDR ovarian cancer cells by repressing ABCB1

We questioned whether terfenadine impacts the expression or function of ABCB1 in these MDR ovarian cancer cells, as ABCB1 overexpression was essential for the chemoresistance of A2780-ADR. Indeed, terfenadine decreased the expression of the ABCB1 protein in a dose-dependent manner (**Figure 3F** and **Figure S4A**). The reduction of ABCB1 was also found following doxorubicin and terfenadine treatment (**Figure 3G** and **Figure S4B**). In addition, in the ABCB1 activity experiment, terfenadine boosted Rho123 accumulation dose-dependently, indicating the decreased cellular ABCB1 activity. The Rho123 signal achieved a plateau when the concentration exceeded 5 µM (**Figure 3H**). In a time-course study, the intracellular level of Rho123 continued to increase until terfenadine-induced apoptosis occurred (**Figure 3I**). Moreover, combination treatment significantly enhanced doxorubicin levels in A2780-ADR cells (**Figures 3J, K**). These findings imply that terfenadine decreased the expression and activity of the multidrug efflux pump ABCB1 in A2780-ADR cells, which resulted in the accumulation of doxorubicin and apoptosis.

### Calcium pathway was altered in MDR cells

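RNA-seq profiles of A2780 cells, a human ovarian carcinoma line sensitive to doxorubicin, were set beside those of A2780-ADR cells, its multidrug-resistant derivative, with 3 untreated samples of each line. RNA was isolated with a column kit that keeps small RNA, and the TruSeq Stranded mRNA kit was used for the libraries, which selects polyadenylated RNA and keeps its strand. The authors normalized the read counts with DESeq, and the submitters' processing notes also name STAR, HTSeq and the human genome build GRCh38. Tool versions, the annotation release and the strand setting of the counting are not given in the sources used here. The deposited table holds a normalized count for 58051 Ensembl genes in each of the 6 samples, and 34588 of these genes were above 0 in at least 1 sample. In every sample the values above 0 were multiples of the value of a single read (100% within 0.01 of a whole read), which gave back the reads of each gene. The A2780 libraries held 29078438, 29037936 and 27775745 reads in genes, and the A2780-ADR libraries held 30513366, 29980367 and 29653423. Genes were named by GENCODE release 29, which matched 57447 of the identifiers, and positions are those of GRCh38.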

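The 17005 genes with a mean normalized count of at least 10 over the 6 samples were compared with limma on log2(normalized count + 1). Genes were called DEGs at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2, and log2 fold changes are A2780-ADR minus A2780. The fold threshold and the low-count filter are the choices that moved the counts most, and folds on this scale understate the change of genes with few reads. An exact permutation test of 3 samples against 3 cannot give a two-sided p under 0.1, so p-values of single genes rest on the spread that limma estimates across genes. Pairs of libraries of the same line differed by more than sampling noise (chi-square per degree of freedom 2.40 to 9.58 over 13032 genes), so none was counted as a repeat of another. The series record calls the samples independent, but nothing says whether they came from separate cultures, so limma's p-values measure only the spread between these samples, which may be technical. Fisher's exact tests and random lists take genes, not samples, as the units and treat them as independent. Where genes of a list change together, as neighbours on a chromosome can, those p-values are too small. The gene lists were written from general knowledge, and they, the thresholds for DEGs, the rule for which genes are named and the alternative settings were fixed before the data were examined, apart from those named as chosen later, though the paper's figures had been seen.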

To further investigate the potential targets and mechanisms of drug resistance, we used RNA-seq to assess the transcriptional differences between A2780 and A2780-ADR. A total of 5,694 genes with a fold change of > 2 and a p-value < 0.05 were identified as differentially expressed genes (DEGs) (**Figure 4A**), including 2,755 genes that were over-expressed and 2,939 genes that were under-expressed in the A2780-ADR cells. 

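A2780-ADR cells expressed 2245 genes at a higher and 2443 genes at a lower level than A2780 cells, together 4688 of the 17005 genes tested (27.6%). ABCB1 (ENSG00000085563), which encodes the drug efflux pump P-glycoprotein, had the largest increase, from 1.03 ± 1.02 to 28020.2 ± 1387 normalized counts (SD, n = 3 per line; log2 fold change 13.89, standard error 0.29, adjusted p = 2.24e-12 from limma). The 3 A2780 libraries together held 3 reads of ABCB1 against 87803 in A2780-ADR, a ratio of 27192 with a counting interval of 9304 to 131861. Next in size were HOXC12, a homeobox transcription factor (from 0.691 to 5364, from 2 reads, a ratio of 7813 with a counting interval of 2163 to 64521), the microRNA host transcript MIR100HG (from 3.44 to 6341) and TMEM98 (from 1.71 to 2195). PPARG, a nuclear receptor of fat cell development, went from 0.352 to 1185 on 1 read in A2780, a ratio of 3451 with a counting interval of 619 to 136329, and the sorting receptor SORL1 from 5.49 to 5010.3. TCEAL8 and the kinase MAP3K21 had 0 reads in A2780 and were at least 913-fold and 651-fold higher in A2780-ADR, against a floor of 3 reads over the 3 libraries. The largest losses included MAB21L2 (from 7634 to 0.315, 1 read left, a ratio of 23939.5 with a counting interval of 4296 to 945603), the endoplasmic reticulum cargo receptor LMAN1 (from 7497 to 0.642, 2 reads left, a ratio of 11753 with a counting interval of 3253 to 97058) and PAX2, a transcription factor of kidney and Müllerian duct development (from 10179.5 to 1.91).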

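The imprinted gene MEST fell from 115418 ± 981 to 62.6 ± 7.57 normalized counts (log2 fold change -10.83, adjusted p = 3.94e-16 from limma), and OTOA fell from 5358 to 1.93. MEOX2, a homeobox gene, was left with 2 reads in A2780-ADR (from 4342 to 0.642, a ratio of 6809 with a counting interval of 1885 to 56233), and CBLN2 with 1 (from 2997 to 0.315, a ratio of 9389 with a counting interval of 1685 to 370878). OXCT1, a mitochondrial enzyme of ketone body use, went from 2044 ± 105 to 0 reads, at least 2134-fold lower. These 16 genes were the 8 largest increases and 8 largest decreases among DEGs with a mean of at least 100 whose samples did not overlap between the lines. Among protein-coding genes, 1695 were higher and 1859 lower, and 2254 DEGs of every type differed at least 4-fold. The groups did not overlap in 4660 of the 4688 DEGs and in 12687 of all genes tested (74.6%, where chance gives 10%). On the whole reads, edgeR's quasi-likelihood test called 4748 genes, 4660 of them shared with limma, and DESeq2 called 4694, of which 4649 were shared. MAB21L2 lies on the opposite strand within LRBA, and MEST overlaps COPG2 on the opposite strand, so without a stated strand setting their reads cannot be fully told apart from those of their partners.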

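The genes beside ABCB1 on chromosome band 7q21 were higher in A2780-ADR cells as well. ABCB1 lies on the minus strand of chromosome 7 from 87503633 to 87713323, and the tested genes of a list of its neighbours run from 87152361 to 92459432. Of 24 tested genes of that list, 22 were higher and 2, GATAD1 (0.87) and CFAP69 (0.69, adjusted p = 0.0544 from limma), did not pass (22 higher also when adjusted over the list alone). ABCB4, a phospholipid transporter and the closest paralog of ABCB1, went from 0.339 to 558 normalized counts (from 1 read, a ratio of 1625 with a counting interval of 291 to 64219.5), the kinase gene CDK14 from 7.94 to 821 and STEAP1 from 48.1 to 1434. SRI, which encodes the calcium-binding protein sorcin, rose from 1029 ± 47.1 to 5638 ± 65.0 (log2 fold change 2.45), and DBF4, a regulator of DNA replication, rose from 915 to 3779. With ABCB1 left out, the median log2 fold change of the 23 other genes was 1.98 (quartiles 1.63 and 2.66), against -0.30 to 0.29 for the middle 95% of 10000 random lists matched on expression. Over all 24 genes, with ABCB1 among them, the share called exceeded that of other genes (Fisher's exact test, odds ratio 29.0, adjusted p = 1.98e-09 over the lists). For the same 24 genes camera gave an adjusted p of 1.17e-11, or an adjusted p = 0.198 with an estimated correlation. RUNDC3B (4.62) overlaps ABCB1 on the opposite strand and ABCB4 is similar to it in sequence, so reads of these genes and of ABCB1 cannot be fully told apart. CDK14 overlaps CLDN12 on the same strand. Without A2780 replicate 3, CFAP69 passed (1.04, adjusted p = 0.00427 from limma).

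**Figure D1:**
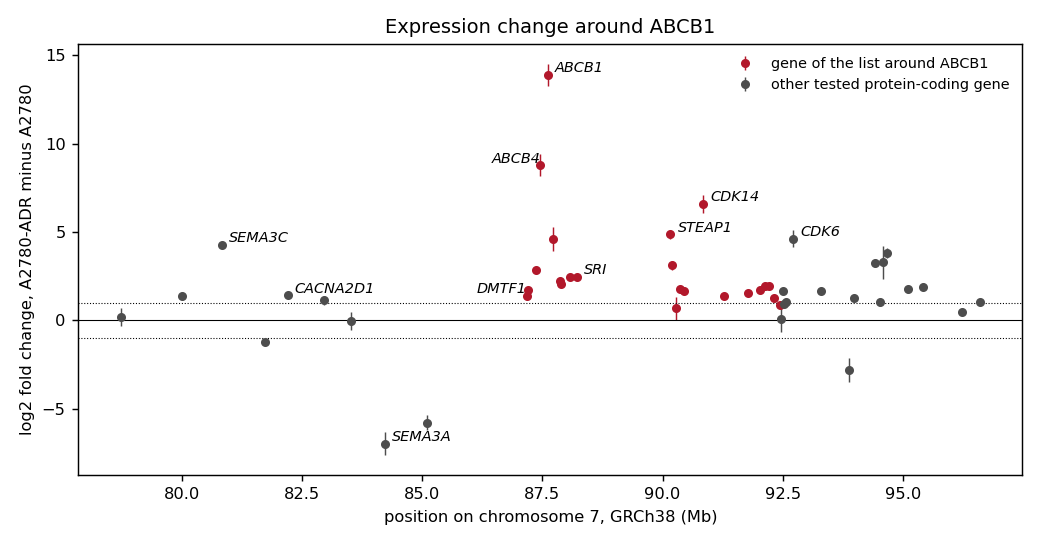
Log2 fold change (A2780-ADR minus A2780, y axis) of tested protein-coding genes by position on chromosome 7 in megabases (GRCh38, x axis), each point with its 95% interval. Red points are genes of the list around ABCB1, which lie between 0.69 and 13.89, grey points are other genes, and dotted lines mark log2 fold changes of 1 and -1.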

The gene ontology (GO) enrichment study revealed 13 calcium-related biological processes which caught our attention (**Figure 4B**). 

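Genes that carry calcium across membranes changed in both directions in A2780-ADR cells. Gene sets of the GO analysis were not used here, and lists of calcium genes from general knowledge stand in for them. Of 17 tested subunits of voltage-gated calcium channels, 7 were higher and 6 lower (Fisher's exact test against other genes, odds ratio 8.56, adjusted p = 1.80e-04). CACNA1H, the pore subunit of a T-type channel, rose from 61.0 ± 8.45 to 2682 ± 157 normalized counts (SD, n = 3; log2 fold change 5.44, adjusted p = 1.05e-12 from limma), and the subunits CACNB4 and CACHD1 rose by log2 fold changes of 3.95 and 2.06. Another T-type pore subunit, CACNA1I, changed by -5.97, and the accessory subunits CACNG6 and CACNA2D2 by -3.23 and -2.60. Of 21 genes of calcium release and store-operated entry, 8 were higher and 4 lower (odds ratio 3.51, adjusted p = 0.0134 from Fisher's exact test). The ryanodine receptor gene RYR2 (4.58) and the junctophilin gene JPH4 (3.47) rose, whereas JPH1 fell from 651 to 4.14 normalized counts, JPH2 changed by -3.49 and JPH3 by -2.03. SRI (2.45), which lies beside ABCB1, is counted among the 8 higher genes here and in the 7q21 list as well. Of 18 pumps, exchangers and mitochondrial uptake genes, 1 was higher and 4 were lower, 27.8% against 27.6% of other genes (odds ratio 1.01, Fisher's exact test, adjusted p = 1). The sodium/calcium exchanger SLC8A1 fell from 645 ± 6.42 to 2.85 ± 2.49, the plasma membrane calcium pump ATP2B1 fell from 10265 to 1285, the exchanger SLC24A4 changed by -4.77, and MCUB, a subunit of the mitochondrial uniporter, rose from 304 to 1115. The call of the release and entry list was lost without A2780 replicate 3 (Fisher's exact test, adjusted p = 0.0787). JPH1, JPH3 and MCUB overlap GDAP1, KLHDC4 and CASP6 on the opposite strand. JPH4 overlaps AP1G2, which had more reads, on the same strand, so strand cannot tell reads of that pair apart.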

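Receptors and channels that respond to ligands changed as well. Of 18 tested receptors that couple to Gq, the G protein that drives calcium release through phospholipase C, 8 were higher and 6 lower (Fisher's exact test, odds ratio 9.22, adjusted p = 7.58e-05). The protease-activated receptor F2RL1 (4.38), the melanin-concentrating hormone receptor MCHR1 (3.24) and the angiotensin receptor AGTR1 (2.93) rose. The nucleotide receptor P2RY2 (-5.14, 1 read left, a ratio of 136 with a counting interval of 23.9 to 5399), the serotonin receptor HTR2B (-4.19) and the sphingosine-1-phosphate receptor S1PR3 (-3.10) fell. Of 22 TRP and P2X channels, 6 were higher and 5 lower (odds ratio 2.63, adjusted p = 0.0498 from Fisher's exact test). TRPC4 fell from 2360.5 ± 31.9 to 7.02 ± 1.07 normalized counts (log2 fold change -8.21), the ATP-gated channel P2RX3 fell from 1229 to 12.4, and TRPM3 changed by -5.31. TRPV2 rose from 93.4 to 1174, the endolysosomal channel MCOLN3 changed by 3.82 and P2RX5 by 3.08. When adjusted over the list alone, as many genes passed in each of these 5 lists. For the Gq-coupled receptors the median was 0.79 and the mean 0.20, and limma's fry gave the direction down (adjusted p = 0.0484), so the signs differ. The TRP and P2X call was lost without A2780 replicate 1 (Fisher's exact test, adjusted p = 0.0504) and without A2780-ADR replicates 1 (0.0867) and 2 (0.0784), and its 50.0% of genes called lies at the upper end of the range for random lists matched on expression (13.6% to 50.0%). HTR2B overlaps PSMD1 on the opposite strand, and P2RX5 overlaps P2RX5-TAX1BP3 on the same strand.

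**Figure D2:**
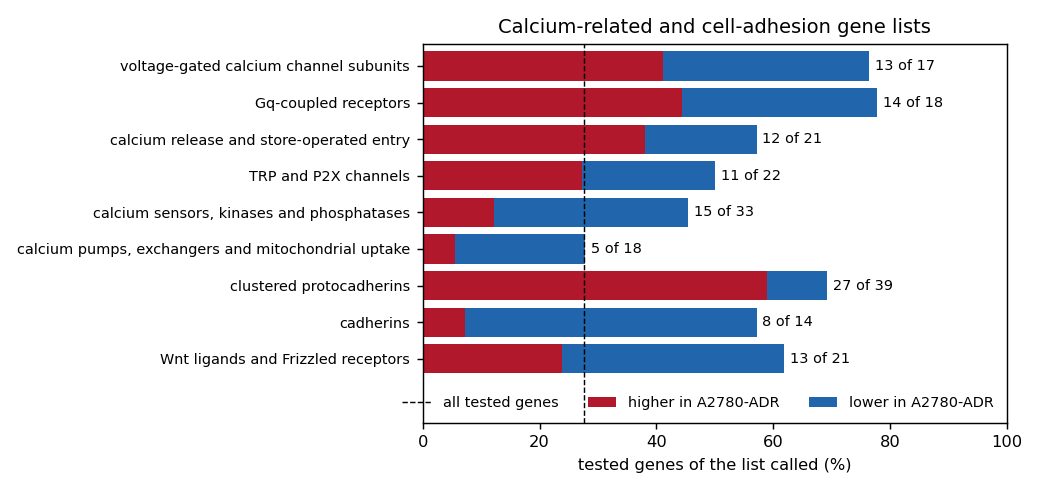
Share of the tested genes of each list called higher (red) or lower (blue) in A2780-ADR cells, in percent, with the number called and the number tested beside each bar. The dashed line is the share among all tested genes, 27.6%, and the list of calcium pumps, exchangers and mitochondrial uptake lies at 27.8%. Random lists matched on expression, which are not drawn, had median shares from 22.2% (pumps, exchangers and mitochondrial uptake) to 43.6% (clustered protocadherins).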

The Gene-Pathway network showed that the majority of DEGs were clustered in the cytosolic calcium ion transport, homeostasis, and response processes (**Figure 4C**), indicating this MDR cell line possessed abnormal calcium signaling.

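The genes drawn in the network of Figure 4C kept their drawn direction in the deposited values. Read by eye, the figure holds 138 gene names, 73 drawn as higher and 65 as lower, of which 135 were found in the table and 115 passed the low-count filter. All 115 were DEGs in the drawn direction at an adjusted p under 0.05 from limma, and the other 20 had a mean normalized count under 10. The study chose these genes on the same samples, so their count is not independent evidence of a direction. Of the 138 names, 102 belong to calcium homeostasis and transport, 14 to the response to calcium ion, 12 to calcium-dependent cell-cell adhesion and 10 to Wnt receptor signaling. The cell adhesion and Wnt groups were also compared through lists of whole gene families. These lists were written after the figure had been seen and hold genes drawn in it, so their tests are not independent of it. Of 39 tested clustered protocadherins, cell-surface adhesion proteins of the cadherin superfamily, 23 were higher and 4 lower (Fisher's exact test, odds ratio 5.94, adjusted p = 6.79e-07). PCDHB16 rose from 21.9 ± 2.75 to 303 ± 36.8 normalized counts (SD, n = 3; log2 fold change 3.73, adjusted p = 9.39e-10 from limma), and PCDHGA9 (2.89) and PCDHGC5 (2.77) rose with it, whereas PCDHGC3 fell from 354 to 8.63, PCDHB13 changed by -3.14 and PCDHGB6 by -2.13. Camera gave this list an adjusted p of 0.00466, or an adjusted p = 0.198 with an estimated correlation, and the genes of the gamma cluster share exons, so reads can be split among them.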

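Of 14 tested cadherins, the calcium-dependent adhesion receptors, 1 was higher and 7 were lower (Fisher's exact test, odds ratio 3.51, adjusted p = 0.0498). CDH9 (-5.20, 1 read left, a ratio of 143 with a counting interval of 25.3 to 5696), CDH6 (-2.89) and CDH12 (-2.35) fell, and CDHR1, a cadherin-related gene, rose by a log2 fold change of 2.24. Of 21 Wnt ligands and receptors, 5 were higher and 8 lower (odds ratio 4.28, adjusted p = 0.00319 from Fisher's exact test). The Wnt receptor FZD8 fell from 1502 ± 43.0 to 4.80 ± 2.57 normalized counts (SD, n = 3; log2 fold change -8.14, adjusted p = 2.16e-10 from limma), WNT7B changed by -4.18 (1 read left, a ratio of 68.9 with a counting interval of 11.9 to 2763) and FZD9 by -2.86. ROR2, a receptor of noncanonical Wnt signals, changed by 3.18, and the ligand genes WNT5B and WNT2B by 2.85 and 2.01. FZD1 (1.37) is counted among the 5 higher genes here and in the list of genes around ABCB1 as well. When adjusted over the list alone, as many genes passed in the protocadherin, cadherin and Wnt lists. The call of the cadherin list was lost on leaving out any 1 of the 6 libraries (Fisher's exact test, adjusted p 0.0504 to 0.222), and its 57.1% of genes called lies within the range for random lists matched on expression (14.3% to 64.3%), whereas the highest adjusted p of the Wnt list was 0.0114. WNT5B and WNT2B overlap FBXL14 and ST7L on the opposite strand.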

**Figure 4:**
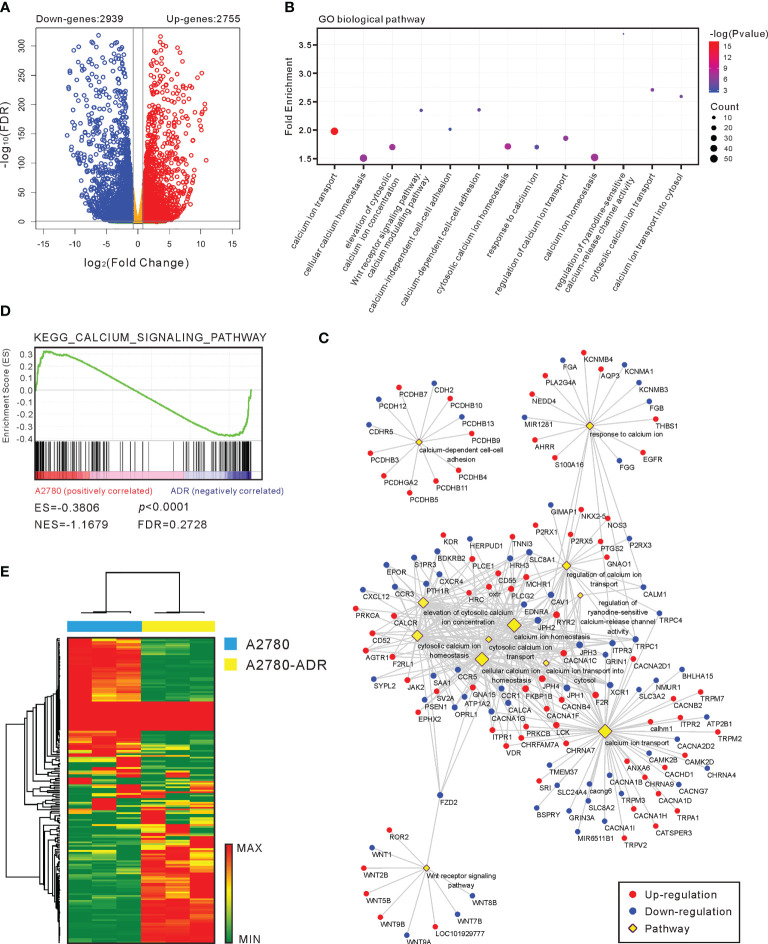
Calcium pathway is important in MDR generation. **(A)** A volcano plot of the genes that were up- and down-regulated in A2780-ADR cells versus A2780 cells. The genes are considered significant changes when the p-value is < 0.05 and the fold change is > 2-fold. **(B)** Gene ontology (GO) enrichment analysis revealed that 13 calcium-related biological pathways were activated in the A2780-ADR cell when compared to its parental A2780 cell. **(C)** Gene-Pathway network showed most of the DEGs were clustered in the processes of cytosolic calcium ion transport, homeostasis, and response. **(D)** The KEGG calcium signaling pathway (p < 0.0001) was also exhibited the significance in gene set enrichment analysis (GSEA). **(E)** Heatmap: the unsupervised hierarchical clustering showed 177 genes regarding calcium pathway showed the perfect separation in the GSEA.

In addition to the preliminary analysis, a gene set enrichment analysis (GSEA) was conducted to identify probable biological pathway enrichment from the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database. This study uncovered the difference in the KEGG calcium signaling pathway (p<0.0001) as well (**Figure 4D**). 

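In the ranking of all 17005 tested genes by signal-to-noise ratio, the KEGG calcium signaling genes were denser at both ends than in between. Of 110 tested genes of the list, 28 lay in the last 10% of the ranking, highest in A2780-ADR, 22 in the first 10%, highest in A2780, and 60 in between. The running sum, with A2780 taken as positive, reached an enrichment score of -0.332 (normalized -1.29), on the side of A2780-ADR, after a largest positive value of 0.277. CACNA1H, CHRNA7 and PLCB2 were the DEGs of the list with the largest increases in A2780-ADR, and SLC8A1, P2RX3 and CACNA1I those with the largest decreases. Against 10000 random lists of as many genes, a score at least as negative among the negative scores had p = 0.0457 (random-list permutation). Of the 20 relabelings of the 6 samples, 10 gave a score of that sign and the real labels gave the most extreme of them, so the permutation share of 0.1 is the smallest possible. The list holds 178 genes written from general knowledge of the KEGG set, and 68 of them had a mean under 10 normalized counts. Without A2780 replicates 1, 2 and 3 in turn the random-list permutation p was 0.0585, 0.0700 and 0.0579, and with a mean of at least 50 it was 0.0973.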

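Expression of the KEGG calcium signaling genes parted the 3 A2780 samples from the 3 A2780-ADR samples. The clustering used 110 genes of the list with a mean normalized count of at least 10, as z scores of log2(normalized count + 1), with 1 minus Pearson's correlation as the distance and average linkage. The top split, between the lines, had a height of 1.88, and the next split, within a line, a height of 0.217. All 10000 random lists of 110 genes matched on mean expression also parted the lines, with top splits of 1.68 to 1.79 for the middle 95% of them. The calcium genes thus divided the lines at a greater height than that range, while the parting itself was common to all of the lists.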

Using all 177 genes involved in the calcium pathway, unsupervised hierarchical clustering revealed a clear separation of these two cell types (**Figure 4E**), demonstrating a major modification in the calcium homeostasis of MDR cells. Collectively, these findings suggest that the calcium signaling pathway is associated with the MDR phenotype in the A2780-ADR cells.

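More than a chance share of the calcium signaling genes differed between the lines, 33 higher and 26 lower in A2780-ADR cells out of 110 tested (59 also when adjusted over the list alone). The nicotinic receptor subunit CHRNA7 rose by a log2 fold change of 5.36 (from 3 reads, a ratio of 79.9 with a counting interval of 27.0 to 390.0) and the phospholipase C gene PLCB2 by 5.30, beside the T-type channel CACNA1H. The largest losses were those of the exchanger SLC8A1 (-7.58), the ATP-gated channel P2RX3 (-6.53) and the T-type channel CACNA1I. The 59 genes are 53.6% of the list, against 27.4% of other tested genes (Fisher's exact test, odds ratio 3.07, p = 9.38e-09, adjusted p = 1.31e-07 over the lists) and 20.0% to 35.5% for the middle 95% of random lists matched on expression. Camera gave the list no direction against other genes (adjusted p of 0.69), whereas its median log2 fold change, 0.18, lay above the middle 95% of those random lists (-0.17 to 0.14, percentile 99.4). Its genes on balance moved up by limma's fry (adjusted p = 0.000293), which does not compare them with other genes. The excess was not particular to calcium genes. In a list chosen later, 63.6% of 66 tested potassium, sodium and chloride channels were called, against 22.7% to 43.9% for random lists matched on expression. The paper reasons from the calcium-related GO processes, the network of DEGs, the GSEA and the clustering, and proposes from them that calcium signaling is associated with the MDR phenotype of A2780-ADR cells.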

### Terfenadine overcomes MDR by inhibiting the CAMK2/CREB1 pathway

Among the proteins implicated in the calcium signaling pathway, RNA-seq data revealed dysregulation of calcium/calmodulin-dependent protein kinase II (CaMK2) members. Specifically, *CAMK2D* is highly up-regulated, and *CAMK2B* is down-regulated (**Figure 5A**). 

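The CAMK2 family had another composition in A2780-ADR cells, with more CAMK2D. The 4 genes encode the subunits of CaMK2, a kinase that calcium-bound calmodulin turns on. Their normalized counts summed to 1864 ± 38.6 in A2780 and 2595 ± 40.0 in A2780-ADR (SD, n = 3). CAMK2G made up 80.4% ± 0.790 of that sum in A2780 and 55.4% ± 1.69 in A2780-ADR, the share of CAMK2D went from 12.2% ± 0.940 to 43.0% ± 1.59, and that of CAMK2B from 7.29% ± 0.0913 to 1.44% ± 0.105. The counts are not corrected for transcript length, so these are shares of reads and not of RNA molecules. CAMK2G itself had 1499 ± 42.8 and 1437 ± 63.4 normalized counts (log2 fold change -0.06, adjusted p = 0.335 from limma), and CAMK2A had 7 reads in all A2780 libraries and 12 in A2780-ADR, under the filter. CAMK2N1, an inhibitor of the kinase, fell from 61.5 to 0.321 normalized counts (1 read left, a ratio of 193 with a counting interval of 34.1 to 7652). Of 33 tested calcium sensors, kinases and phosphatases, 4 were higher and 11 lower (15 also when adjusted over the list alone; Fisher's exact test, odds ratio 2.19, adjusted p = 0.0498). The protein kinase C gene PRKCA rose from 247 to 1494 and the calcineurin regulator RCAN3 changed by 3.02, whereas the transcription factor NFATC2 changed by -2.94. The call of this list was lost on leaving out any 1 of the 6 libraries (Fisher's exact test, adjusted p 0.0561 to 0.17).

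**Figure D3:**
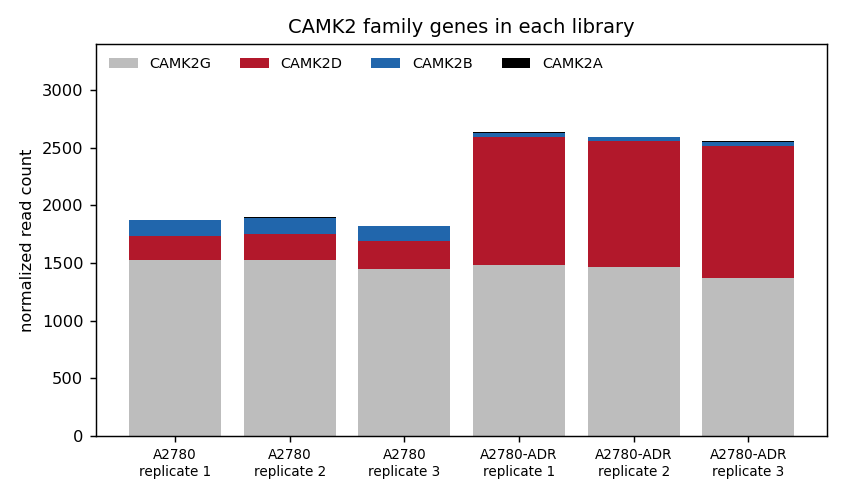
Normalized read counts of CAMK2G, CAMK2D, CAMK2B and CAMK2A stacked for each of the 3 A2780 and 3 A2780-ADR libraries, on a linear axis from 0. The CAMK2D segment averages 227 in A2780 and 1116 in A2780-ADR.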

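CAMK2D (ENSG00000145349), on chromosome 4 from 113451032 to 113761927 of GRCh38, encodes the delta subunit of CaMK2. Its level rose from 227 ± 14.2 to 1116 ± 27.1 normalized counts (SD, n = 3), a log2 fold change of 2.30 (standard error 0.07, adjusted p = 7.92e-11 from limma) or 4.91-fold (95% interval 4.39 to 5.49). CAMK2B (ENSG00000058404), the gene of the beta subunit, lies on chromosome 7 from 44217150 to 44334577. It fell from 136 ± 4.50 to 37.3 ± 2.43 normalized counts, a log2 fold change of -1.84 (standard error 0.15, adjusted p = 2.59e-07 from limma), which is 3.58-fold lower (95% interval 2.87 to 4.46). Every A2780-ADR sample lay above every A2780 sample for CAMK2D and below for CAMK2B (exact permutation test, two-sided p = 0.1 for each gene, the smallest that 3 samples against 3 allow).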

The rise of CAMK2D and its active form, phosphorylated-CAMK2D (T286), in A2780-ADR cells was confirmed by Western blotting (**Figure 5B** and **Figure S5A**). In addition, we detected an increase in the phosphorylation of CREB1 at S133, although RNA and protein levels remained unchanged (**Figures 5B, C** and **Figure S5A**). 

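RNA of CREB1 (ENSG00000118260), on chromosome 2 from 207529737 to 207603431 of GRCh38, was measured at 1376 ± 27.8 normalized counts in A2780 and 1387 ± 77.8 in A2780-ADR (SD, n = 3). The log2 fold change was 0.01 (standard error 0.06, adjusted p = 0.877 from limma; exact permutation test, two-sided p = 0.9). The ratio of the lines was 1.01 with a 95% interval of 0.924 to 1.10, so a change of the RNA beyond that interval was not seen at this depth. Among 14 tested members of the CREB family and its coactivators, 3 were lower and 11 did not pass (3 also when adjusted over the list alone; Fisher's exact test, odds ratio 0.716, adjusted p = 0.829). The coactivator CRTC1 fell from 1428 ± 95.4 to 383 ± 21.0, the stress-response factor ATF4 from 23183 to 8129 and the acetyltransferase EP300 from 7104 to 3287. CREB1 overlaps METTL21A on the opposite strand, and without a stated strand setting reads of the pair cannot be fully told apart. Phosphorylation of CREB1 is not measured by RNA-seq.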

As revealed by these results, they indicated the CAMK2/CREB1 pathway was overactive in the A2780-ADR cells.

**Figure 5:**
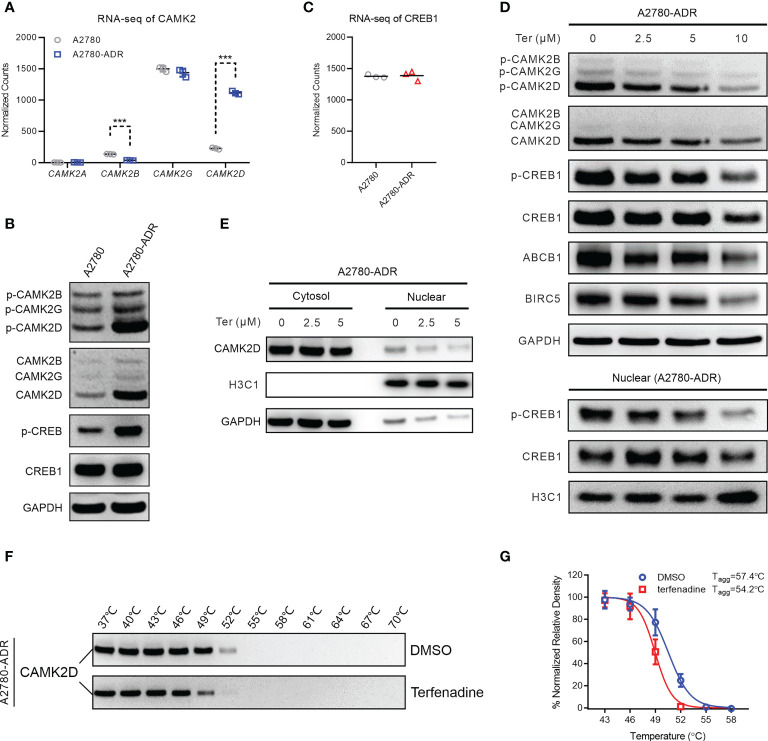
Terfenadine overcomes MDR in ovarian cancer cells by inhibiting the CAMK2/CREB-mediated pathway. **(A)** Normalized read counts of the CAMK2 family in MDR ovarian cancer cells and its parental sensitive ovarian cells (A2780) obtained in the RNA-seq analysis. **(B)** Western blot analysis of p-CAMK2 (T286), CAMK2 (pan), p-CREB1 (s133), and CREB1 in MDR sensitive ovarian cells (A2780). GAPDH was used as the loading control. **(C)** RNA-seq normalized read counts of CREB1 in MDR ovarian cancer cells and its parental sensitive ovarian cancer cells A2780. **(D)** Upper panel: Western blot analysis of p-CAMKII (T286), CAMKII (pan), p-CREB1 (s133), CREB1, ABCB1, and BIRC5 in MDR ovarian cancer cells treated for 24 hours with terfenadine (Ter). GAPDH was used as the loading control. Lower panel: Western blot analysis of CREB1 and p-CREB1 (s133) in the nucleus of MDR ovarian cancer cells treated with terfenadine (Ter) for 6 h. Histone H3 (H3C1) was used as the loading control. **(E)** Western blot analysis of CAMK2D in the cytosol or nucleus of terfenadine (Ter)-treated MDR ovarian cancer cells for 6 hours. GAPDH and H3C1 were used as the loading controls for cytosol protein and nucleus protein, respectively. **(F**, **G)** Cellular thermal shift assay (CETSA) for the binding of terfenadine to CAMKIID in MDR ovarian cancer cell lysate. **(F)** Representative western blot images for the CESTA. **(G)** T_agg_ curves of CaMKIID in MDR ovarian cancer cells in the presence of DMSO or 600 µM of terfenadine. All statistical analysis was performed using a two-tailed t-test (*** *p* < 0.001).

To determine if terfenadine blocked the CAMK2/CREB1 pathway, the expression of related proteins was measured following terfenadine administration. After 24 hours of treatment, dose-dependent reductions in CAMK2D and phosphorylated CAMK2D were observed. Meanwhile, CREB1, ABCB1, and baculoviral inhibitor of apoptosis repeat-containing 5 (BIRC5) were also reduced (**Figure 5D** and **Figure S5B**). The protein BIRC5, also known as survivin, suppresses apoptosis by inhibiting caspase activation. As CREB1 is a transcription factor located in the nuclei and is activated by direct binding of CAMK2, we also examined their levels in the nuclei and found that terfenadine dose-dependently decreased the CAMK2D and the phosphorylated CREB1 in the nuclei (**Figures 5D, E** and **Figures S6A, B**), indicating a decrease in the activating and nuclear entry of CAMK2D in the presence of terfenadine.

A cellular thermal shift assay (CETSA) was conducted to assess if terfenadine directly binds to CAMK2D to prevent its activation. CAMK2D’s apparent aggregation temperature (T_agg_) was evaluated in the absence or presence of terfenadine in A2780-ADR cell lysates (**Figure 5F** and **Figure S6C**). The best-fit curve for the terfenadine-treated group shifted significantly from that of the DMSO control (p< 0.001). **Figure 5G** shows that terfenadine reduced the T_agg_ of CaMK2D protein from 57.4 to 54.2°C, indicating that it thermally destabilized CAMK2D. Together with the other studies demonstrating that CREB1 regulates ABCB1 expression (41, 42), our findings suggest that terfenadine may prevent cells from apoptosis by regulating the Ca^2+^-mediated CAMK2/CREB1 pathway through binding directly to CAMK2D, thereby causing its destabilization in cells and reducing the activation of CREB1 and subsequent ABCB1 expression.

### CAMK2/CREB1 pathway is the promising therapeutics target for the ABCB1 mediated MDR of ovarian cancer

To confirm further that CAMK2D was a target for MDR combination therapy, we recruited KN62, a CaMK2 specific inhibitor, for our investigation (43). KN62 reduced the expression and activity of ABCB1 in A2780-ADR cells, consistent with the terfenadine therapy (**Figures 6A, B** and **Figure S7A**). Moreover, KN62 inhibited the expression of BIRC5 and the phosphorylation of both CAMK2D and CREB1 in A2780-ADR cells (**Figure 6A**). The IC_50_ of doxorubicin dropped from 2.4 µM (doxorubicin alone) to 0.17 µM (doxorubicin paired with 5 µM KN62) in A2780-ADR cells when KN62 was administered in combination with doxorubicin (**Figure 6C**). This was a synergistic combination (CI < 1) (**Figure 6D**). Notably, KN62 had the same effect as terfenadine in the combination with doxorubicin, decreasing ABCB1 and BIRC5 expression and increasing cleaved PARP (**Figures 6E, F**). Although the phosphorylated CAMK2D was lowered in either terfenadine or KN62 treatment alone, there was no difference in CAMK2D phosphorylation in combination treatments with either of them with doxorubicin. In contrast, CREB1 phosphorylation remained lower in the combined treatment, indicating that CAMK2 inhibitors repressed the CAMK2/CREB1 pathway (**Figures 6E. F** and **Figures S8A, B**). Furthermore, KN93, another CAMK2-specific inhibitor, reduced ABCB1 activity and increased doxorubicin-induced cell death in A2780-ADR cells (**Figures S9A, B**). These findings suggest that inhibiting CAMK2 could resensitize MDR cells to doxorubicin.

**Figure 6:**
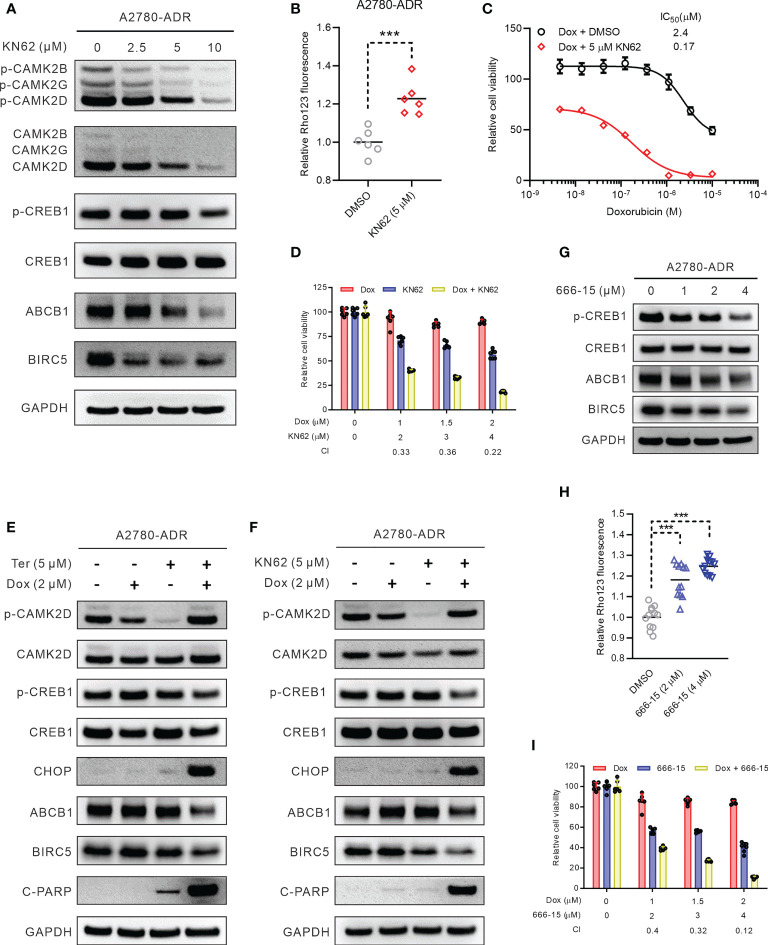
Inhibiting the CAMK2/CREB pathway reversed MDR in ovarian cancer cells. **(A)** Western blot of p-CAMK2 (T286), CAMK2 (pan), ABCB1, p-CREB1 (s133), CREB1, and BIRC5 in KN62-treated MDR ovarian cancer cells for 24 h. **(B)** Rho123 accumulation in MDR ovarian cancer cells treated for 6 h with 5 µM KN62. DMSO was used as non-treated control. Statistical analysis was performed using a two-tailed t-test (*** p < 0.001). **(C)** Dose-response curves of MDR ovarian cancer cells to doxorubicin (Dox) in the presence or absence of 5 µM KN62. **(D)** Synergistic effects of KN62 and doxorubicin (Dox) on MDR ovarian cancer cell killing. The bar graph shows the cell viability of MDR ovarian cancer cells treated for 48 h with doxorubicin, KN62, or both. Calculated CI values are presented below the plots. **(E)** Western blot of p-CAMK2 (T286), CAMK2 (pan), ABCB1, p-CREB1, CREB1, c-PARP, CHOP, and BIRC5 in MDR ovarian cancer cells treated for 24 h with 2 µM doxorubicin (Dox), 5 µM terfenadine (Ter), or both. **(F)** Western blot of p-CAMK2 (T286), CAMK2 (pan), ABCB1, p-CREB1, CREB1, c-PARP, CHOP, and BIRC5 in MDR ovarian cancer cells treated for 24 h with 2 µM doxorubicin (Dox), 5 µM KN62, or both. **(G)** Western blot of ABCB1, p-CREB1 (s133), CREB1, and BIRC5 in MDR ovarian cancer cells treated for 24 h with 666-15. **(H)** Rho123 accumulation in MDR ovarian cancer cells treated for 6 h with 666-15. DMSO was used as non-treated control. Statistical analysis was performed using a one-way ANOVA with Tukey’s HSD correction (*** p < 0.001). **(I)** Synergistic effects of 666-15 and doxorubicin (Dox) on MDR ovarian cancer cell killing. The bar graph shows the cell viability of MDR ovarian cancer cells treated for 48 h with doxorubicin, 666-15, or both. Calculated CI values are presented below the plots.

To determine if blocking CREB1 would similarly resensitize MDR cells to doxorubicin, A2780-ADR cells were treated with the selective CREB1 inhibitor 3i (also known as 666-15 (44). Consistent with the CAMK2 inhibitors, ABCB1 and BIRC5, along with CREB1 phosphorylation, decreased after treatment with 666-15 (**Figure 6G** and **Figure S7B**). Under the 666-15 treatment, the total ABCB1 activity similarly dropped in a dose-dependent manner (**Figure 6H**). In addition, the combination of doxorubicin and 666-15 killed MDR cells A2781-ADR synergistically (CI < 1) (**Figure 6I**). Together, inhibition of the Ca^2+^ mediated CAMK2D/CREB1 pathway appears to be a promising therapeutic target for doxorubicin resensitization in ABCB1-mediated MDR ovarian cancer.

## Discussion

Resistance to chemotherapy, whether inherited or acquired, is a significant obstacle in cancer treatment. Several mechanisms of drug resistance have been postulated, with the multiplication and expression of phosphorylated ABCB1 protein, an energy-dependent drug efflux pump, being one of the most extensively investigated (45). Studies *in vitro* have demonstrated that high levels of ABCB1 expression are associated with MDR in multiple cell lines and that the degree of overexpression correlates with the amount of resistance (46). Research on patients with ovarian cancer has found that high levels of ABCB1 expression are inversely related to chemotherapy response and progression-free survival (47). Consequently, ovarian cancer patients continue to be in need of a therapeutic for effectively overcoming MDR. Using qHTCS, this work found a group of doxorubicin potentiators in an ABCB1-mediated MDR ovarian cancer cell line. Among these, we demonstrated that terfenadine restored the activity of doxorubicin by inhibiting the CAMK2/CREB1 pathway, resulting in decreased expression of ABCB1 and BIRC5. In addition, inhibiting the CAMK2/CREB1 pathway resensitized MDR ovarian cancer cells to not only doxorubicin but also paclitaxel and topotecan, which are clinically employed to treat ovarian cancer (48).

Terfenadine has been shown to restore the activity of doxorubicin in the MCF-7/ADR human breast cancer cells and the L1210/VMDRC.06 murine leukemia cells (49), and the activity of epirubicin in killing drug-resistant non-small cell lung cancer (20). In spite of this, the target and mechanism by which terfenadine restores chemotherapeutic activity in MDR cancer cells remain unknown. Notably, neither H1R nor hERG inhibitors were able to duplicate the synergistic effects of terfenadine on the MDR cancer cells, indicating that other biological mechanisms may be involved in the reversal of chemosensitivity. To investigate the unique target of terfenadine in combinational chemotherapy for MDR cancer, the global gene expression of doxorubicin-sensitive and -resistant cell lines was profiled using RNA sequence. Importantly, calcium signaling-related pathways were shown to be aberrantly regulated in MDR cells, indicating that calcium homeostasis was disrupted. Indeed, our work demonstrated the abnormal expression of CAMK2 family members, particularly CAMK2D, which is dramatically overexpressed in MDR cells, and terfenadine treatment inhibits the CAMK2D phosphorylation in a manner comparable to that of the CAMK2 inhibitor KN62.

Intriguingly, terfenadine has been related to a decrease in calcium influx caused by L-type calcium channels (LTCC) activation in rat cerebellar neurons and human atrial myocytes (22, 23), showing terfenadine can regulate intracellular calcium homeostasis. However, the target of terfenadine for this function remains unclear. Moreover, activation of CAMK2 can further activate LTCC by binding to and phosphorylating the COOH terminus of LTCC (50, 51). Using the CETSA assay, we demonstrated the direct binding of terfenadine to CAMK2D in our study, as indicated by a protein melting curve shift after the addition of terfenadine to the cell lysate. Interestingly, the melting curve of the CAMK2D protein was shifted to the right in the presence of terfenadine, indicating instability of the CAMK2D protein upon heating when bound to terfenadine. As equilibrium binding ligands typically increase protein thermal stability by a factor proportionate to the concentration and affinity of the ligand, the CETSA assay will typically demonstrate a leftward change in the melting curve of the protein (52). However, multiple situations have been reported experimentally in which equilibrium-binding ligands destabilize proteins, i.e., decrease the melting temperature of the protein by an amount proportionate to the ligand’s concentration and affinity (53, 54). This type of protein instability may cause aggregation and degradation of target proteins in cells, resulting in further protein reduction. In our study, we demonstrated that terfenadine administration lowered CAMK2 protein in a dose-dependent manner. Based on our findings, it is possible to speculate that terfenadine’s inhibition of CAMK2 protein leads to the deactivation of LTCC, thereby reducing calcium influx in neurons and myocytes.

Unfortunately, terfenadine has been linked to cardiac death in at least 125 and 14 cases in the United States and United Kingdom, respectively (55), and the Food and Drug Administration (FDA) recommended its removal from the market in 1997 due to its pro-arrhythmic risk for long QT-related Torsades de Pointes (TdPs) (56, 57). Although numerous structural derivatives with a relatively low toxicity profile, such as fexofenadine (58), have been developed, their activity and target for MDR cancer treatment have yet to be investigated. Therefore, it is preferable to identify pharmacologically accessible downstream targets in this calcium cascade for MDR treatment. In recent years, CAMK2 has garnered a great deal of attention for its pivotal role in the arrhythmias of chronic illness (59). The isoform-specific inhibitor of CAMK2D (the main cardiac isoform of CAMK2) could be used to target the cardiac-specific pathology of autonomously activated CAMK2 in diabetes (60), while avoiding off-target effects in other tissues, such as α and β isoforms of CAMK2, and disruption of memory formation in the hippocampus (61). A recent clinical trial revealed that the CAMK2 inhibitor appears to be well accepted and safe among patients (62), suggesting that it should pave the way for future development of CAMK2 inhibitors in other conditions, such as the treatment of MDR cancer patients.

Considering that CAMK2 activation can phosphorylate and activate CREB1 (63) and that phosphorylated CREB1 binds to the CRE binding site in the ABCB1 promoter and promotes ABCB1 expression (64), CAMK2 activation will induce ABCB1 expression in cancer cells, resulting in MDR. Therefore, reducing CREB1 activity is an additional promising MDR cancer therapeutic target. In fact, CREB has already been identified as a candidate for oncogenic signaling in a variety of tumor types (65), particularly in leukemia and glioma (66, 67). In the current work, an aberrant increase in CREB1 phosphorylation was observed in MDR cells, and inhibition of CREB1 decreased ABCB1 expression and activity, indicating that CREB1 is a viable target for MDR reversal in cancer therapy. Despite the recent developments, CREB inhibitors are exclusively used in preclinical research. The lack of pharmacokinetic and pharmacodynamic responses, as well as toxicity reports, makes it unlikely that any of them will be used in clinical practice currently, despite the fact that some of them look to be highly promising. In addition, the use of CREB inhibitors has been hampered by numerous limitations, such as lower bioactivity in living systems and off-target binding. This necessitates a more comprehensive characterization and development prior to clinical application.

In this study, we reported that the CAMK2/CREB pathway, particularly CAMK2D, is a promising target for reversing ABCB1-mediated drug resistance in ovarian cancer (**Figure 7**). However, the *in vivo* activity of their inhibitors requires further investigation. Additionally, we demonstrated once more that integrating qHTCS and gene expression data is an effective approach for identifying novel agents with combinational effects and their underlying mechanisms.

**Figure 7:**
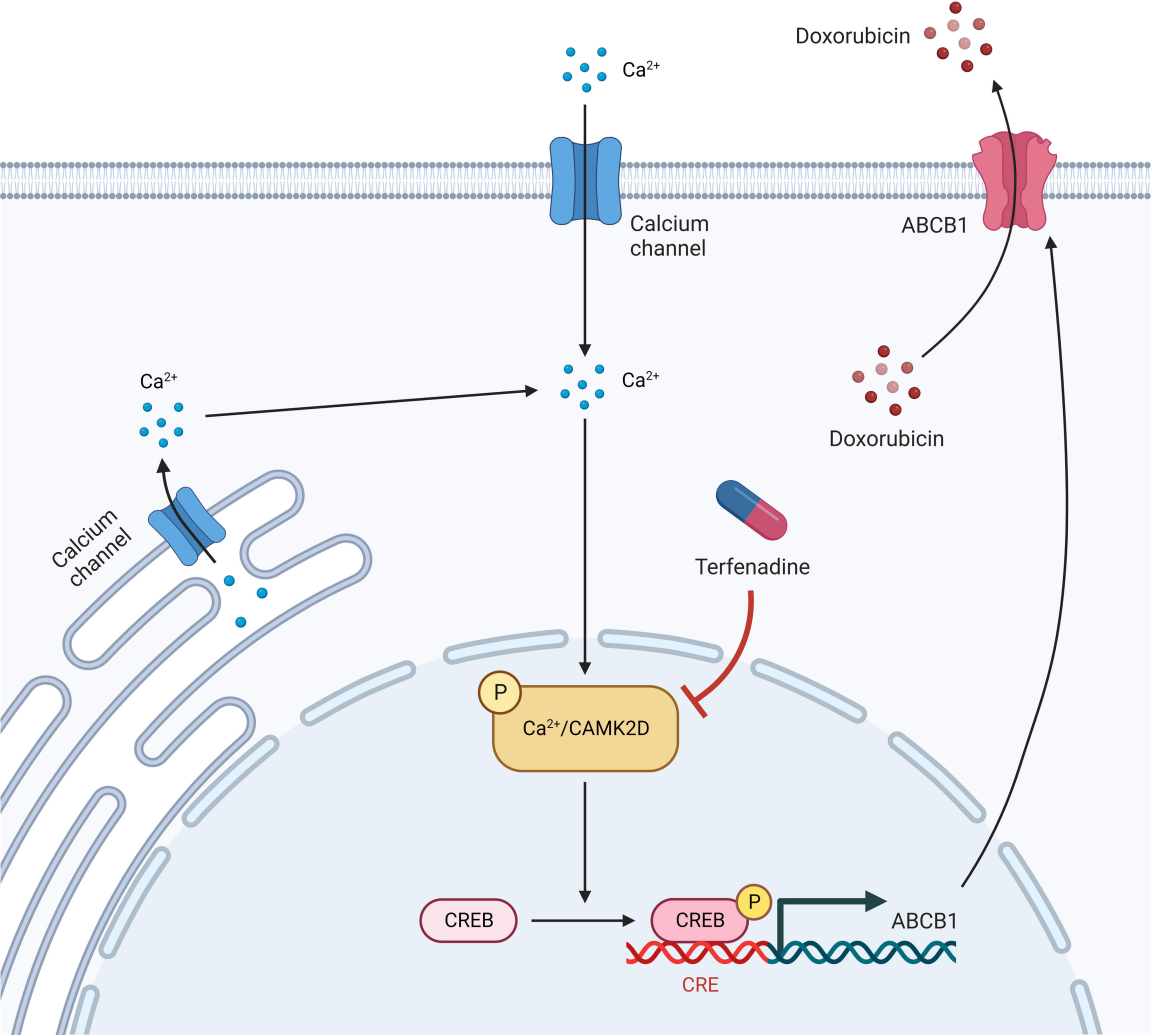
An illustration of terfenadine function in combinational treatment with doxorubicin.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found on: https://www.ncbi.nlm.nih.gov/, GSE177038.

## Author contributions

WL and WZ conceived the research and designed the study. WH, SY, NS, and WS performed the experiments. WH, SY, Y-SC, MS and JB analyzed the data. SY, Y-SC and WZ wrote, reviewed, and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was partially supported by the intramural research programs of the National Center for Advancing Translational Sciences, National Institutes of Health, and the Natural Science foundation of Zhejiang Province (LY19H160046 to WH). This work was also supported by grants from National Natural Science Foundation of China (81974403 to NS).

## Acknowledgments

The authors thank the compound management group at NCATS, NIH for their professional support and Dr. DeeAnn Visk, a medical writer and editor, for editing the manuscript.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Terfenadine resensitizes doxorubicin activity in drug-resistant ovarian cancer cells via an inhibition of CaMKII/CREB1 mediated ABCB1 expression
**Source:** Front Oncol. 2022 Nov 10;12:1068443. doi: 10.3389/fonc.2022.1068443
**Supplement:** Supplementary file 2

Table S1 summary of antibodies used in experiments

| Name | Isotype | Vender | Catalog No. | Dilution factor |
| --- | --- | --- | --- | --- |
| p-CaMKII-α(T286) | Rabbit | Cell Signaling Technology | 12716s | 1:1000 |
| CaMKII(pan) | Rabbit | Cell Signaling Technology | 4436s | 1:1000 |
| C-caspase3 | Rabbit | Cell Signaling Technology | 9664s | 1:1000 |
| C-PARP | Rabbit | Cell Signaling Technology | 5625s | 1:1000 |
| P-CREB | Rabbit | Cell Signaling Technology | 9198s | 1:1000 |
| CREB | Rabbit | Cell Signaling Technology | 9197s | 1:1000 |
| GAPDH | Rabbit | Cell Signaling Technology | 5174s | 1:1000 |
| ACTB | Mouse | Cell Signaling Technology | 3700s | 1:1000 |
| ABCB1 | Rabbit | Cell Signaling Technology | 12683s | 1:1000 |
| Survivin | Rabbit | Cell Signaling Technology | 2808s | 1:1000 |
| hERG | Rabbit | Cell Signaling Technology | 12889s | 1:1000 |
| H1R | Rabbit | Abcam | ab154158 | 1:1000 |
| Anti-rabbit IgG, HRP | Rabbit | Cell Signaling Technology | 7074s | 1:5000 |
| Anti-mouse IgG, HRP | Mouse | Cell Signaling Technology | 7076s | 1:5000 |

# Supplementary material for: Terfenadine resensitizes doxorubicin activity in drug-resistant ovarian cancer cells via an inhibition of CaMKII/CREB1 mediated ABCB1 expression
**Source:** Front Oncol. 2022 Nov 10;12:1068443. doi: 10.3389/fonc.2022.1068443
**Supplement:** Supplementary file 3

Table S2. Compounds of secondary hits by qHTCS

| Name | Primary mechanism of action | 100 nM Dox IC_50_ (µM) | 25 µM Dox IC_50_ (µM) | Fold of IC_50_ Change |
| --- | --- | --- | --- | --- |
| Devazepide | CCK receptor antagonist | null | 9.35 | null |
| Telithromycin | Ketolide antibiotic | null | 0.74 | null |
| Vardenafil | Phosphodiesterase V (PDE5) inhibitor | null | 1.05 | null |
| Tetrandrine | Calcium Channel Blocker | 33.17 | 0.83 | 39.81 |
| U-74389G maleate | Inhibitor of iron-dependent lipid peroxidation | 23.49 | 1.32 | 17.78 |
| Nilotinib | Bcr-Abl Kinase Inhibitor | 22.39 | 1.12 | 19.95 |
| GW 843682X | Polo-like Kinase-1 (Plk-1) Inhibitor | 19.14 | 2.70 | 7.08 |
| ITD-1 | TGF-b Inhibitor | 18.65 | 2.35 | 7.94 |
| Triciribine phosphate | PKB/Akt Inhibitor | 18.65 | 2.64 | 7.08 |
| Ketoconazole | Aromatase Inhibitor | 18.65 | 1.87 | 10.00 |
| Cortivazol | Glucocorticoid Receptor (GR) Agonist | 18.65 | 1.32 | 14.13 |
| Monatepil | Calcium Channel Blocker | 18.65 | 2.64 | 7.08 |
| Ponatinib | FGFR Inhibitor | 17.06 | 2.15 | 7.94 |
| Apatinib | VEGFR-2 inhibitor | 16.63 | 3.72 | 4.47 |
| CHIR-124 | Chk1 Inhibitor | 13.21 | 3.32 | 3.98 |
| KUC107871N-04 | p97 ATPase Inhibitor | 9.35 | 1.18 | 7.94 |
| Terfenadine | H1R inhibitor | 9.35 | 1.05 | 8.91 |
| CUDC-907 | PI3K Inhibitor | 5.90 | 1.32 | 4.47 |
| Gimatecan | DNA topoisomerase I inhibitor | 4.18 | 0.37 | 11.22 |
| NCGC00161703 | NF-kB/AP-1 activation inhibitor | 3.72 | 0.47 | 7.94 |
| BAG-956 | PI3K/PDK1 Inhibitor | 3.40 | 0.34 | 10.00 |
| Camptothecin | DNA Topoisomerase I Inhibitors | 2.64 | 0.66 | 3.98 |
| INK 128 | mTORC1/2 inhibitor | 1.32 | 0.93 | 1.41 |
| Triptolide | Inhibition of RNA polymerase II mediated transcription | 0.07 | 0.01 | 6.31 |

How the deposited data were processed for this re-analysis (not part of the article)

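RNA of 3 untreated A2780 and 3 untreated A2780-ADR samples was sequenced after TruSeq Stranded mRNA library preparation. The authors normalized the read counts of each gene with DESeq, and the deposited signal values are these normalized counts for 58051 Ensembl genes. The submitters' processing notes name STAR, HTSeq, DESeq and GRCh38, and the strand setting, the annotation release and the versions are not given in the sources used here. The smallest step between values gave the value of a single read in each sample, and 100% of the values above 0 lay within 0.01 of a whole read, so the reads per gene could be recovered. Reads in genes ranged from 27775745 to 30513366 per sample, and mitochondrially encoded genes held 5.54% to 6.36% of them in A2780 and 5.95% to 6.26% in A2780-ADR. Samples were grouped by the line in their labels, and 0 columns were left unassigned.

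Genes with a mean of at least 10 normalized counts over the 6 samples (17005) were compared on log2(normalized count + 1) with limma 3.58.1 (linear model with moderated variances that follow the mean) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. Calls needed an adjusted p under 0.05 and more than a 2-fold change. Gene names came from GENCODE release 29, which matched 16936 of the genes tested. Gene lists were compared with all other tested genes by Fisher's exact test on the genes called, by camera with a fixed and with an estimated correlation between genes, and by fry, each adjusted over 28 lists. Median changes were set against 10000 random lists matched on mean expression. The GSEA running sum, the clustering and the exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures were drawn with matplotlib 3.10.9.

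Genes named in the text are those the paper names for these lines, the 8 largest increases and 8 largest decreases among DEGs with a mean of at least 100 and no overlap between the lines, up to 3 of each direction with the largest change in each list described, genes of Figure 4C whose direction was opposite (there were 0), and members of the list around ABCB1. Values shown in the paper's figures had been seen when this rule was written. The members of the small marker lists, the end genes of chromosomal regions and windows, and the Figure 4C genes in them were named after their values were seen.

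The alternatives tried were pseudocounts of 0.5 and 5, no filter and a mean of at least 50, rescaling to equal totals and by TMM, limma's robust option, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, replicate number as a block, each sample left out in turn, the unadjusted p, no fold threshold, the moderated t as the GSEA metric and Euclidean distance with complete linkage. The replicate numbers do not pair the lines: deviations from the line means had correlations of 0.004, -0.016 and 0.077 between samples with equal numbers. The comparison was tested on simulated data with 16540 genes at the depth of these samples. It recovered 63 of 66 genes changed by a log2 fold change of 1.5, 66 of 67 changed by 2 and 67 of 67 changed by 3, and 1 of 16340 unchanged genes was called. Far fewer genes were changed than differ in the real data, and none of them had the lowest counts in A2780. Recovery nearer the fold threshold, at the lowest counts or with as many changes as in the real data was not tested. Where a named DEG had 1 to 3 reads in all samples of a line, the ratio of the lines is given with its exact counting interval, and where it had 0 reads, a lower bound against 3 reads, the 95% limit for a count of 0. These intervals and bounds cover counting error alone. The gene sets of the paper's GO analysis were not used here.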

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

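Of the tests in this part, those for other splits of the samples and for windows along the chromosomes, with the thresholds that picked regions and lists, were chosen after the results were seen.

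Genes beside ABCB1, which the paper does not discuss as neighbours, were higher in A2780-ADR: the median log2 fold change of the 24 tested genes of the list was 2.01, and 1.98 (3.93-fold) with ABCB1 left out. A rise of the whole of chromosome 7 is argued against by the median of -0.0544 over 758 tested genes more than 5 Mb away (84 higher, 100 lower). Reads of ABCB1 counted for its paralog ABCB4 are argued against as the source of the rise of the list. Of the genes other than ABCB1 and ABCB4, 20 of 22 were higher against 2223 of 16981 others (Fisher's exact test, which takes genes as independent, p = 4.19e-16). These genes do not tell whether the reads of ABCB4 itself came from ABCB1, which stays open. Extra copies of the region would raise neighbours together, a rise that the median of 1.98 shows, but RNA alone does not measure copies, and a shared change of regulation was not tested and stays open. The neighbours had unequal log2 fold changes, from 0.69 to 8.79, and ABCB1 had 13.89. A shared rise of the size of the median would therefore leave most of the rise of ABCB1 unaccounted for. The 10 splits of the samples are too few for a share under 0.05: 1 of 10, the real split, reached 1.98, and the highest of the others was 0.81. Each of the others holds both lines in each group, which lowers the median by construction, so no conclusion is drawn from the contrast.

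Along the chromosomes, the medians of windows of 15 neighbouring tested protein-coding genes (13280 genes) were compared with 1000 permutations of the fold changes over the positions, whose extremes had 95% bounds of -1.70 and 1.47, and 18 regions passed, some of which overlap each other. The run around ABCB1, from SEMA3C to TFPI2, held 37 genes, 28 higher and 4 lower, with a median of 1.68 over them and a largest window median of 2.47 (TMEM243 to CDK14). Of the others, 9 had a window median beyond 2 in either direction. The paper does not discuss them as regions, though Figure 4C draws single genes that lie in them: CAV1, P2RX3, ATP2B1, WNT2B and S100A16.

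On chromosome 19, the region from LPAR2 to ZNF91 had a median of -1.19 over 23 genes (12 lower, 2 higher) and a largest window median of -5.20 (ZNF14 to ZNF492), and that from SPACA6 to ZNF83 a median of -2.88 over 16 genes (9 lower, 1 higher) and a window median of -4.16 (SPACA6 to ZNF701). On chromosome 7, DOCK4 to CADPS2 had a median of -0.23 over 25 genes (11 lower, 3 higher) and a window median of -4.76 (LSMEM1 to CTTNBP2). On chromosome 11, TMEM123 to KBTBD3 had a median of -2.37 over 16 genes (9 lower, 1 higher) and a window median of -3.57 (TMEM123 to MSANTD4), and AGBL2 to TMX2 a median of -1.46 over 21 genes (11 lower) and a window median of -3.09 (FNBP4 to SERPING1). On chromosome 12, TMTC2 to DCN, a single window of 15 genes (8 lower, 3 higher), had a median of -2.14. On chromosome 2, GCA to LRP2 had a median of -1.27 over 20 genes (11 lower, 3 higher) and a window median of -2.11 (GCA to B3GALT1). On chromosome 1, CSF1 to CD101 had a median of 1.59 over 49 genes (40 higher, 2 lower) and a window median of 2.00 (PIFO to PPM1J), and SNX27 to SLC27A3 a median of 1.04 over 23 genes (12 higher, 1 lower) and a window median of 2.18 (SNX27 to S100A14).

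Medians of 5 gene lists outside the calcium, adhesion, Wnt and CREB lists lay at the ends of those of random lists matched on expression: -3.02 for antigen presentation class I (percentile 0), -0.82 for the unfolded protein and integrated stress response (percentile 0), -0.52 for interferon-stimulated genes (percentile 0.380), 0.55 for mesenchymal markers (percentile 100) and 0.34 for glutathione and antioxidant genes (percentile 99.9). Camera with an estimated correlation called none of the 5, with adjusted p = 0.104, 0.377, 0.665, 0.970 and 0.198 in that order. Nearer the middle lay leukocyte markers (2.06, percentile 99.2) and p53 targets (0.24, percentile 98.4), while the later list of potassium, sodium and chloride channels had a median of -0.70 (percentile 0).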

How the results depend on the processing

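Of 12 main results with 200 values under the alternatives, 182 kept their direction and side of the threshold or stayed close, 4 were weaker, 2 were reversed and 12 moved. The number of DEGs was 4688, 2955 with a mean of at least 50 (1400 higher, 1555 lower), 7007 with no filter (3512 higher), 12210 with no fold threshold (6013 higher, 6197 lower) and 7868 with the unadjusted p and no filter (4002 higher, 3866 lower). These settings differ by construction in the genes tested or in the threshold. With replicate number as a block, although the numbers do not pair the samples, there were 4690 DEGs (2246 higher, 2444 lower), which held all 4688. Leaving out each sample in turn gave 4637 to 4742 DEGs (2121 to 2342 higher, 2328 to 2516 lower). The log2 fold change of ABCB1 ran from 12.19 to 14.74 over all settings (13.45 to 14.25 on leaving out a sample), that of CAMK2D from 2.25 to 2.34 and that of CAMK2B from -1.88 to -1.74. That of CREB1 ran from -0.0216 to 0.0566 on leaving out a sample and turned negative without A2780-ADR replicate 2 (-0.0039) and without A2780-ADR replicate 3, with adjusted p of 0.442 to 0.999 from limma, edgeR or DESeq2 over all settings; the cause was not tested. Calcium signaling genes called numbered 43 to 102, the most with no fold threshold (102), and 58 to 59 on leaving out a sample. The GSEA enrichment score was -0.33 with a mean of at least 50, and ran from -0.34 to -0.33 on leaving out a sample; its p was above 0.05 in 4 of these settings, and the cause was not tested. Euclidean distance put the top split at 19.1, on another scale. The median of the genes around ABCB1 stayed between 1.93 and 2.01, and 14 to 20 lists passed Fisher's exact test, 17 in the setting reported.

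Of 416 list medians under the alternatives, 315 moved by no more than the SD of the values with a sample left out and 101 by more, and of 432 counts of genes called per list, 422 stayed within 1.5 times and 10 did not. Of 157 named genes called, 156 were called in every setting in which they were tested; HERC5 was lost with a pseudocount of 5 (1.00) and without A2780 replicate 2 (0.94), and the cause was not tested. Among the lists, the call of TRP and P2X channels was also lost on rescaling to equal totals (adjusted p = 0.0535 from Fisher's exact test). Those of cadherins and of calcium sensors were each lost in 11 of 16 settings: on leaving out any sample, with pseudocounts of 0.5 (0.0512 each) and 5 (0.302 and 0.118), on rescaling to equal totals (0.109 and 0.0535), with edgeR (0.0523 each) and with a mean of at least 50 (0.655 and 0.235). Those of leukocyte markers and of mitochondrially encoded genes were lost with no filter (0.162 and 0.078) and with a mean of at least 50 (0.204 and 0.0533), whereas CREB targets (0.00838), interferon-stimulated genes (0.00724) and p53 targets (0.0444) passed with no filter, ABC transporters with a mean of at least 50 (0.0405), and the unfolded protein and integrated stress response with either (0.0125 and 0.0405). With the depth of these samples, 63 tested genes had 0 reads in A2780 and 131 had 0 reads in A2780-ADR, so the size of their change can be given as a lower bound alone.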

Differences from the paper's values

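For the KEGG calcium signaling pathway, the paper gives a nominal GSEA p below 0.0001, and the random-list permutation p here was 0.0457. None of the alternatives set before the data were examined came to the paper's value. They gave 0.0192 with no filter, 0.0466 with the moderated t, 0.0450 on rescaling to equal totals, 0.0481 by TMM, 0.0973 with a mean of at least 50 and 0.0284 to 0.0700 on leaving out a sample. The paper's enrichment score was about -0.38 in Fig. 4D, read by eye, and here it was -0.332, with the same direction. All of those alternatives differ from the figure as well, at -0.343 to -0.326. The paper's normalized score was about -1.2 in Fig. 4D, read by eye, and here it was -1.29. A mean of at least 50 gave -1.23, within the reading of the figure, and the other alternatives, at -1.35 to -1.26, did not. The list used here holds 178 genes written from general knowledge, and the paper states 177.

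At the paper's fold threshold and an adjusted p under 0.05, 4688 DEGs were found here with a filter of a mean of 10, where the paper reports 5694 (2755 higher, 2939 lower) and states no filter. DESeq2 with no filter and an adjusted p, chosen after seeing the values, gave 5681 (2738 higher, 2943 lower), and with the unadjusted p 6158 (2992 higher, 3166 lower). Of the 135 genes of Figure 4C found in the table, DESeq2 with no filter and an adjusted p called 135 and dropped 0, and 20 of them were not called here because their mean was under 10. The paper's full list of DEGs was not used here.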

Other observations

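In this part, the test for cells of the other line in a library, the list of other ion channels and the other splits of the samples for the calcium genes were tests chosen after the results were seen.

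Genes that present antigen on class I molecules were lower in A2780-ADR cells, 13 of 14 tested (Fisher's exact test, odds ratio 34.2, adjusted p = 3.83e-06; camera adjusted p = 1.65e-07, or adjusted p = 0.104 with an estimated correlation). HLA-B, a class I heavy chain, fell from 14365 ± 416 to 128 ± 11.9 normalized counts, and the immunoproteasome subunit PSMB9 and the class I transactivator NLRC5 fell by log2 fold changes of -8.01 and -7.42. Of 24 interferon-stimulated genes, 2 were higher and 8 lower (Fisher's exact test, adjusted p = 0.234). XAF1 (-3.79) and MX1 (-3.71) fell, CMPK2, with 0 reads in A2780, was at least 33.4-fold higher, and HERC5 rose by 1.04 but did not pass without A2780 replicate 2 (0.94). Of 28 genes of the unfolded protein and integrated stress response, 12 were lower (Fisher's exact test, adjusted p = 0.13; camera adjusted p = 2.38e-06, or adjusted p = 0.377 with an estimated correlation), with CHAC1 (-4.72), ATF3 (-4.35) and VLDLR (-4.33) lowest. Of 13 epithelial markers, 5 were higher and 4 lower (Fisher's exact test, adjusted p = 0.0059), among them CDS1 (6.90), the keratins KRT8 (6.83) and KRT18 (4.97), TJP3 (-2.19) and ELF3 (-2.16). Of 28 mesenchymal markers, 11 were higher and 7 lower (Fisher's exact test, adjusted p = 2.16e-04), with the transcription factors TWIST2 (6.85, from 1 read, a ratio of 425 with a counting interval of 75.8 to 16807) and SNAI2 (3.79) higher and CAV1 (-6.45, 1 read left, a ratio of 341 with a counting interval of 60.8 to 13518) and POSTN (-3.61) lower. KRT8 and KRT18 overlap each other on opposite strands, as do PSMB9 and TAP1, and reads can be shared between HLA genes.

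Of 13 drug efflux ABC transporters, 3 were higher and 3 lower (Fisher's exact test, adjusted p = 0.279): beside ABCB1 and ABCB4, ABCC2, which exports conjugates, rose from 39.8 ± 10.0 to 8765 ± 232 normalized counts, and ABCC6 (-2.19), ABCA3 (-2.07) and ABCA2 (-1.36) fell. Of 15 genes of anthracycline targets and metabolism, 2 were lower (Fisher's exact test, adjusted p = 0.335), the reductases AKR1C3 (-3.82) and AKR1C2 (-3.48). Of 31 glutathione and antioxidant genes, 4 were higher, such as GSTT2B (6.52, from 3 reads, a ratio of 142 with a counting interval of 48.2 to 690.3), and 3 lower, such as GPX3 (-2.91) (Fisher's exact test, adjusted p = 0.771; camera adjusted p = 0.0104, or adjusted p = 0.198 with an estimated correlation). Of 36 apoptosis regulators, 2 were higher, CASP10 (4.95) and CASP6 (1.41), and 7 lower, HRK (-6.20, 2 reads left, a ratio of 179 with a counting interval of 49.2 to 1486) among them (Fisher's exact test, adjusted p = 0.884; median 0.05, mean -0.32). Of 37 p53 targets, 5 were higher, such as KITLG (3.38), and 7 lower, such as SPATA18, which had 0 reads in A2780-ADR and was at least 322-fold lower (Fisher's exact test, adjusted p = 0.677; median 0.24, mean -0.01, fry down with an adjusted p = 0.0262). Of 38 cell cycle genes, 1 passed, RRM2 (1.19), fewer than among other genes (Fisher's exact test, adjusted p = 5.42e-04), at 2.63% the lower end of the range for random lists matched on expression (2.63% to 23.7%). Of 13 tested histone genes without poly(A) tails, which these libraries do not select, 2 were higher, HIST1H2AC (1.81) and HIST1H4E (1.47) (Fisher's exact test, adjusted p = 0.651). Of 15 mitochondrially encoded genes, 0 were called by limma at an adjusted or unadjusted p, by edgeR or by DESeq2, fewer than among other genes (Fisher's exact test, adjusted p = 0.0355; median 0.12, mean 0.01, adjusted p = 0.589 from fry), but within the range for random lists matched on expression (0% to 33.3%). When adjusted over the list alone, as many genes passed in each list of this part that is given with Fisher's exact test.

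Cells of the other line mixed into a library are argued against by the 16 genes with the largest changes, whose summed level in the wrong line was at most 0.0502% of that in the other, and markers of other cell types were compared as well. Of 9 fibroblast markers, 3 were higher and 3 lower (Fisher's exact test, adjusted p = 0.0355; median -0.10, mean 0.09), with COL1A2 (3.26) and POSTN at the ends. Of 5 tested leukocyte markers, 3 were higher, such as TYROBP (4.49) and ITGAM (2.49), and LCP1 (-3.53) was lower (Fisher's exact test, adjusted p = 0.045), at 80.0% the upper end of the range for random lists matched on expression (0% to 80.0%). Of 10 endothelial markers, 2 were tested, and the others had a mean under 10 normalized counts. KDR went from 0.340 to 27.1 normalized counts (from 1 read, a ratio of 79.0 with a counting interval of 13.8 to 3155), and ESAM had a log2 fold change of 0.93, under the threshold. Of 12 ovarian carcinoma lineage markers, 2 were tested, and the others had a mean under 10 as well. The 2, FOLR1 (from 16.2 to 439) and MECOM (from 8.24 to 35.5), rose. Of 39 cancer-testis antigens in the table, 1 was tested, PRAME, with 7629 normalized counts in A2780 and 3995 in A2780-ADR (-0.93, under the threshold).

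Calcium signaling genes differed between the lines more often than other genes, 53.6% of 110, which argues against a share like that of genes of like expression (20.0% to 35.5% for random lists). Ion channels in general also differed often: of 66 tested potassium, sodium and chloride channels, 12 were higher and 30 lower, 63.6%, against 22.7% to 43.9% for random lists. Of 249 solute carriers, 33.3% were called (45 higher, 38 lower), against 21.7% to 32.1% for random lists. A frequent change of channel and transporter genes as a whole, in which the calcium genes share, therefore stays open. The 10 splits of the samples are too few for a share under 0.05: 1 of 10, the real split, called 59 calcium genes by limma, and the highest of the others called 0. Each of the others holds both lines in each group, so the difference between the lines counts as spread within groups. Few or no calls are then built in, and no conclusion is drawn from the contrast.

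For the number of DEGs, the 10 splits are likewise too few for a share under 0.05: 1 of 10, the real split, reached 4688 by limma, and the highest of the others was 0. That contrast is likewise built in, since the others mix the lines.

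As a hypothesis, higher CREB1 activity in A2780-ADR cells would raise its canonical target genes as a set. Of 32 tested targets, 8 were higher, such as VIP (0 reads in A2780, at least 20.7-fold higher), PDE4B (3.76) and IRS2 (3.32), and 6 lower, such as NTS (-6.12), ATF3 and RGS2 (-4.01) (Fisher's exact test, adjusted p = 0.0742). Limma's fry gave the direction down (adjusted p = 9.11e-05 over the lists, 2.6e-05 before adjustment), but fry compares with no change, the members went both ways, and the median of 0.11 (percentile 78.6 of random lists) and the mean of -0.05 differ in sign. Camera, which compares with other genes, gave no direction (adjusted p = 0.956, or adjusted p = 0.970 with an estimated correlation). A fall by fry had been set as evidence against the hypothesis, a reading that these values do not bear, and target genes do not measure CREB1 activity or its phosphorylation, so it stays open.

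The paper reports from its western blots no difference between the lines in H1R and KCNH2 protein. In RNA, KCNH2, a potassium channel gene, fell from 1001 ± 32.4 to 79.7 ± 10.3 normalized counts (log2 fold change -3.64, adjusted p = 3.11e-11 from limma; 12.5-fold lower, 95% interval 10.6 to 14.6; exact permutation test, two-sided p = 0.1), and HRH1, the H1R gene, had 0 reads in A2780 and 3 in A2780-ADR. Of other genes the paper names for these lines, BIRC5 had a log2 fold change of 0.51 (from 3874 to 5529, under the fold threshold) and DDIT3, which overlaps MARS and MBD6 on the opposite strand, fell from 688 ± 10.0 to 208 ± 6.12 (log2 fold change -1.72). PARP1 (-0.16), GAPDH (0.14) and ACTB (-0.13) lay under the threshold, and the histone gene H3C1 had 7 reads in A2780 and 0 in A2780-ADR. H3C1 is of the list of histone genes without poly(A) tails, which these libraries do not select, so its few reads do not show how far it was expressed.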
